# Cellular stress alters 3′UTR landscape through alternative polyadenylation and isoform-specific degradation

**DOI:** 10.1038/s41467-018-04730-7

**Published:** 2018-06-11

**Authors:** Dinghai Zheng, Ruijia Wang, Qingbao Ding, Tianying Wang, Bingning Xie, Lu Wei, Zhaohua Zhong, Bin Tian

## Abstract

Most eukaryotic genes express alternative polyadenylation (APA) isoforms with different 3′UTR lengths, production of which is influenced by cellular conditions. Here, we show that arsenic stress elicits global shortening of 3′UTRs through preferential usage of proximal polyadenylation sites during stress and enhanced degradation of long 3′UTR isoforms during recovery. We demonstrate that RNA-binding protein TIA1 preferentially interacts with alternative 3′UTR sequences through U-rich motifs, correlating with stress granule association and mRNA decay of long 3′UTR isoforms. By contrast, genes with shortened 3′UTRs due to stress-induced APA can evade mRNA clearance and maintain transcript abundance post stress. Furthermore, we show that stress causes distinct 3′UTR size changes in proliferating and differentiated cells, highlighting its context-specific impacts on the 3′UTR landscape. Together, our data reveal a global, 3′UTR-based mRNA stability control in stressed cells and indicate that APA can function as an adaptive mechanism to preserve mRNAs in response to stress.

## Abstract (web summary)

The function and consequences of alternative polyadenylation (APA) in stressed cells are largely unclear. Here, the authors show that stress-induced mRNA degradation depends on 3′UTR length and that APA-mediated 3′UTR shortening is an adaptive stress response mechanism for selective transcript stabilization.

## Introduction

Eukaryotic cells experience various types of stress under physiological and pathological conditions, such as oxidative stress, heat shock, endoplasmic reticulum stress, etc.^1,2^. Cellular stress has been implicated in aging^3^ and various diseases, including cancer^4,5^, cardiac conditions^6,7^, and neurological disorders^8,9^. As part of adaptive response to stress, certain genes with functions in cell survival and homeostasis are transcriptionally activated under stress^10^. In addition, substantial post-transcriptional regulation takes place in stressed cells. At the center of it is inhibition of translation through phosphorylation of eIF2α^11,12^, also known as integrated stress response^13,14^. Inhibited translation is believed to promote formation of stress granules (SGs), which are cytoplasmic, membrane-less structures composed of RNAs and proteins^15,16^. Several RNA-binding proteins (RBPs) play key roles in recruitment of RNAs into SGs, including RasGAP SH3-domain-Binding Protein 1 (G3BP1) and T cell-restricted intracellular antigen-1 (TIA1)^16^. While SGs are generally considered to be beneficial to cell survival^17^, they can also lead to more permanent granule structures in the cell with adverse outcomes, which has been implicated in neurodegenerative diseases^16^.

Over 70% of mammalian mRNA genes harbor multiple polyadenylation sites (PASs), resulting in expression of alternative polyadenylation (APA) isoforms with different 3′UTR lengths^18–20^. Short and long 3′UTRs of a given gene can differ considerably in length^21^. As such, alternative 3′UTR isoforms can have quite different mRNA metabolisms, such as subcellular localization, mRNA stability, and translation^19,20^. APA isoform profiles often display global, directional differences between cell types and conditions. For example, transcripts expressed in the nervous system tend to have longer 3′UTRs than in other tissue types, whereas short 3′UTRs are highly abundant in testis^22–24^. In addition, proliferating cells tend to use proximal PASs, as compared to quiescent and differentiated cells^25–27^, and 3′UTRs generally lengthen during embryonic development^26^. Moreover, various cellular conditions, such as cell senescence^28^, neuronal activation^29–31^, and viral infections^32,33^, have been shown to alter global APA profiles in the cell.

Different types of stress have been shown to impact APA in yeast^34,35^, plants^36^, and mammalian cells^37–39^. However, the consequences of APA on mRNA metabolism in stressed cells are unclear, and how APA changes during recovery from stress is completely unknown. Here, we examine APA profiles of steady state and newly made RNAs in cells under stress and during recovery from stress. We compare mRNA stability and interactions with the RBP TIA1 between 3′UTR isoforms under normal and stress conditions. We provide evidence showing the importance of 3′UTR length and sequence motifs for gene expression in stressed cells and indicate that stress-induced APA is an adaptive mechanism that preserves mRNAs in response to stress.

## Results

### Arsenic stress elicits global 3′UTR shortening

We were interested in APA profiles in cells under stress and during recovery from stress. We treated mouse NIH3T3 cells with 250 μM sodium arsenite (NaAsO_2_), a commonly used strong stressor, for 1 h, and let cells recover for 4, 8, 12, or 24 h after removal of arsenic stress (AS) (Fig. 1a). As expected, while cell death was not detected, cells after stress displayed significantly slowed growth (Supplementary Fig. 1). In line with the integrated stress response mechanism^14^, the level of eIF2α phosphorylation increased by ~7-fold after 1 h of AS and went back to the baseline level after 4 h of recovery (RC, Fig. 1b), indicating successful stress response and recovery. Consistently, SGs were detected by immunocytochemistry using anti-PABPC1 antibody after 1 h of AS, and disappeared after 4 h of recovery (Fig. 1c).

**Fig. 1:**
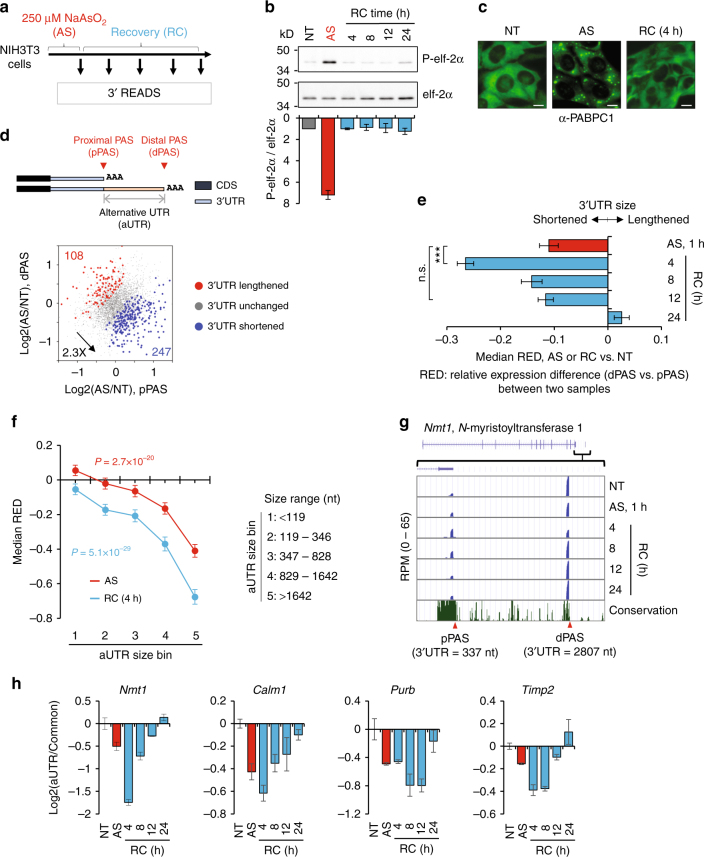
Arsenic stress elicits global 3′UTR shortening. **a** Schematic of experimental design. AS, 1 h treatment with 250 µM sodium arsenite; RC, recovery after AS. **b** Top, western blot analysis of phosphorylated (upper) and total (lower) eIF-2α protein. NT non-treated. Bottom, normalized ratio of amount of phosphorylated eIF-2α to total eIF-2α. Error bars are standard deviation based on two replicates. **c** Immunocytochemistry analysis of stress granules (SGs) using anti-PABPC1. Scale bar: 10 µm. **d** Top, schematic of two APA isoforms using proximal PAS (pPAS) or distal PAS (dPAS) in the 3′UTR. The region between the two PASs is named alternative 3′UTR (aUTR). Bottom, scatter plot showing expression change of pPAS isoform (*x*-axis) and that of dPAS isoform (*y*-axis) in total RNA after 1 h of AS. Genes with significantly shortened or lengthened 3′UTRs (*P* < 0.05, Fisher’s exact test) based on two biological replicates are highlighted in blue and red, respectively. **e** Median relative expression difference (RED) values of treatment samples compared to the NT sample, which reflect the degree of global 3′UTR length changes. Significance of difference (Wilcoxon test) is indicated, with three asterisks indicating *P* < 0.001, and n.s. *P* > 0.05. Error bars are standard deviations based on random sampling of data for 20 times. **f** Relationship between RED and aUTR size. Genes were divided into five bins based on aUTR size. Median RED for each gene bin is shown for AS (red line) or RC (blue line) vs. NT cells. Error bars are standard error of mean. *P*-values (Wilcoxon test) are based on difference between gene bins 1 and 5. **g** 3′READS data of an example gene *Nmt1*, visualized in UCSC genome browser. Expression levels of isoforms are indicated by reads per million (RPM) PAS reads. Note the RefSeq track at the top does not cover the dPAS due to poor annotation. **h** RT-qPCR analysis of the relative amounts of APA isoforms (*x*-axis). Two primer sets were used for each gene, targeting a common region to both isoforms and the aUTR, respectively. The log2(aUTR/common) value (*y*-axis) indicates relative abundance of long vs. short 3′UTR isoforms. Error bars are standard deviation based on two replicates

To examine APA, we extracted total cellular RNA from non-treated (NT) control cells, cells with 1 h of AS, and those at different time points of recovery (4–24 h), and subjected them to 3′ region extraction and deep sequencing (3′READS), a method specialized for interrogation of 3′ ends of poly(A) + transcripts^21,40^. 

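The 3′READS data of total RNA came from 10 libraries of NIH3T3 cells, a mouse embryonic fibroblast line. Sodium arsenite was given at 250 µM for 1 h. There were 3 NT and 3 AS libraries, and 1 library each after 4, 8, 12 and 24 h of recovery (RC4, RC8, RC12 and RC24). NT and AS replicates 1 and 2 were paired by their numbers, and replicate 3 of both belongs to the time-course set with the recovery samples. Each 3′READS read ends at the site where a transcript was cleaved and polyadenylated, so read counts at a PAS measure the abundance of the isoform that ends there. The authors mapped the reads to the mouse genome, kept uniquely placed reads with untemplated T residues as PAS reads and clustered nearby PASs. They deposited the raw number of PAS reads per cluster, without normalization, and clusters with fewer than 5 reads in a library are not listed. The NT libraries held 2825281, 6277429 and 1493122 PAS reads (replicates 1 to 3), and the AS libraries 4170702, 6974664 and 1178477. The recovery libraries held 1885486 (RC4), 1589189 (RC8), 1766682 (RC12) and 1048335 (RC24) PAS reads. The files carry no gene names. PASs were therefore clustered again across all 38 3′READS libraries (within 24 nt) and assigned to the last exon of GENCODE version M1 genes on NCBIM37 (mm9), or up to 4000 nt past the annotated end where no other gene starts. This gave 44142 PASs in the 3′UTRs of 12879 genes. The pPAS and dPAS of a gene were its 2 most abundant PASs over the 10 libraries, at most 10 kb apart, which left 6420 genes with a pair. RED was computed for genes with more than 5 reads of each isoform in each of the compared samples, and a median RED with its standard deviation came from 20 samplings of 1000000 reads per sample.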

To simplify APA analysis, we focused on the two most abundant 3′UTR APA isoforms as determined by PAS reads (see Methods for details). Based on their relative locations in the 3′UTR, they were named proximal PAS (pPAS) and distal PAS (dPAS) isoforms, respectively (illustrated in Fig. 1d, top). 

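Genes with changed 3′UTRs in AS cells were called within each replicate pair by Fisher's exact test on pPAS and dPAS reads and a change of more than 5 percentage points in relative abundance, the paper's criteria. In replicate 1, 284 of 3265 tested genes had shortened 3′UTRs and 201 had lengthened 3′UTRs. In replicate 2, the counts were 370 and 219 of 3957 genes. Of the 2810 genes tested in both replicates, 69 were shortened in both and 21 were lengthened in both, 3.3 shortened genes for each lengthened gene. Chance overlap of the calls of each replicate would give 28.6 shortened and 10.9 lengthened genes. Another 11 genes were shortened in replicate 1 and lengthened in replicate 2, and 21 genes changed the other way round. Across these genes, which are not independent replicates, RED values of the pair of replicates correlated with *r* = 0.12 (Pearson). The time-course pair (replicate 3), with fewer reads than replicates 1 and 2, gave 118 shortened and 31 lengthened genes of 2054. A model over all 3 replicates (edgeR quasi-likelihood test of isoform by treatment, Benjamini-Hochberg adjusted) left 0 of 1672 genes, with or without the replicate number as a block. Summing the reads of replicates 1 and 2 in place of testing each pair moved the counts most in number of genes. It gave 490 shortened and 284 lengthened genes of 4607. By fold, calls in all 3 pairs moved them more, to 5 and 1 of 1672 genes. From the excess of shortened over lengthened genes, the paper concludes that 1 h of AS shortens 3′UTRs generally.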

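In all 3 replicate pairs, 5 genes were called shortened and 1 was called lengthened among 1672 tested genes. These 6 genes also had at least 50 reads of each isoform, summed over the 6 libraries. Thap2 (ENSMUSG00000020137.4, chromosome 10 of mm9, minus strand) has its pPAS at 114809136 and its dPAS at 114805454, past the annotated transcript end. Its mean RED was −1.59 ± 1.05 (SD, n = 3 replicate pairs). Ppp1r12a (ENSMUSG00000019907.8, chromosome 10, plus strand) uses sites at 107714632 and 107716702 and had a mean RED of −1.53 ± 0.75 (SD, n = 3). Tmpo (ENSMUSG00000019961.9, chromosome 10, minus strand) ends at 90611856 or 90610316 in the last exon, and its RED of −0.94 ± 0.01 (SD, n = 3) varied least between replicates. For Slc25a4 (ENSMUSG00000031633.4, chromosome 8), with an aUTR of 166 nt, RED was −0.77 ± 0.14 (SD, n = 3), and for Tm9sf3 (ENSMUSG00000025016.9, chromosome 19), with an aUTR of 680 nt, −0.73 ± 0.29 (SD, n = 3). The lengthened gene was Snx7 (ENSMUSG00000028007.6, chromosome 3), with a mean RED of 1.47 ± 0.55 (SD, n = 3). It had only 7 to 18 reads per isoform in NT replicate 3. All 6 genes were selected by the data that give these REDs. In newly made RNA (the 4sU fraction described below, 1 AS library), the RED of Snx7 was −0.55, the opposite direction. There it was −0.68 for Tmpo, −0.02 for Slc25a4 and 0.51 for Tm9sf3. Thap2 (−1.37) and Ppp1r12a (−0.23) were measured there with other PASs.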

We found that the number of genes showing shortened 3′UTRs in AS-treated cells (pPAS isoform abundance relative to that of dPAS isoform increased) was 2.3-fold greater than the number of genes showing the opposite trend (247 vs. 108, Fig. 1d, bottom), indicating that AS leads to general 3′UTR shortening in the cell. The global 3′UTR APA changes were also measured by the relative expression difference (RED) score, which was the difference between two samples in ratio (log2) of dPAS isoform abundance (reads per million, RPM) to pPAS isoform abundance. A negative RED value indicates 3′UTR shortening and a positive value 3′UTR lengthening. To robustly compare samples with different sequencing depths, we used the Global Analysis of Alternative Polyadenylation (GAAP) method we previously developed^41^, which employs random sampling of reads from comparing samples to derive a median RED and its standard deviation (see Methods for details). Using GAAP, the median RED of cells with AS was −0.11 (Fig. 1e, red bar).

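In the time-course set, the median RED of AS vs. NT was −0.0931 ± 0.0137 (SD of 20 samplings) over 1569 genes. The pairs of replicates 1 and 2 gave −0.0538 ± 0.0239 and −0.0493 ± 0.0174, so that all 3 pairs were negative. Of the genes in each pair, 54.1%, 53.7% and 56.1% had a RED below 0 (replicates 1 to 3). NT libraries differed from each other by similar amounts. The median RED of NT replicate 2 vs. replicate 1 was −0.1285 ± 0.0273, that of replicate 3 vs. replicate 1 was −0.0131 ± 0.0353, and that of replicate 3 vs. replicate 2 was 0.1092 ± 0.0426. These differences between replicates are shared by the NT and AS libraries of one number and drop out within pairs. The mean of the 3 pairs was −0.0654, with an SD of 0.0241. Gene by gene, the RED values of replicate pairs were only weakly related across genes (Pearson's *r* from 0.0319 to 0.1213). Use of replicate 2 in place of the time-course pair moved the median furthest, to −0.0493.

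**Figure D1:**
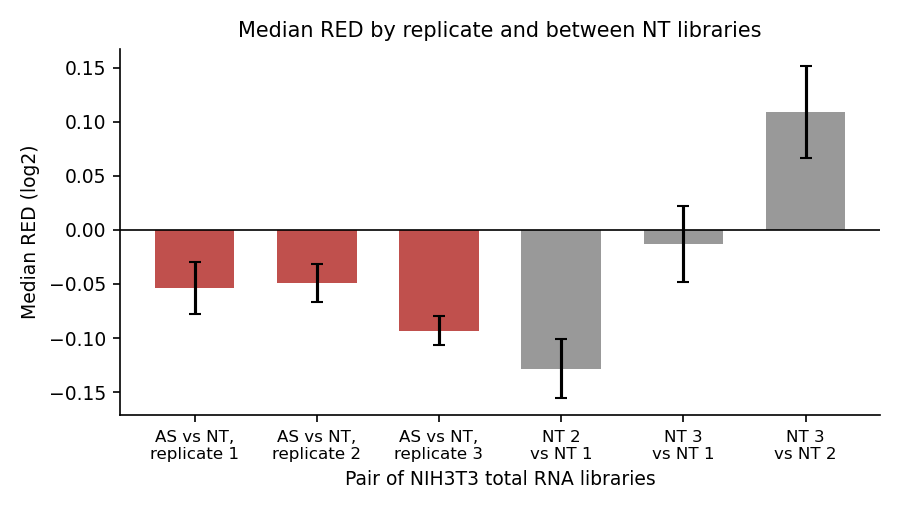
Median RED (log2, y-axis) of AS vs. NT total RNA in each of the 3 replicate pairs and between NT libraries, with bars for the mean and error bars for the SD of 20 samplings. The 3 AS vs. NT medians lie between −0.0931 and −0.0493, and those between NT libraries between −0.1285 and 0.1092.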

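After 4 h of recovery, the median RED against NT was −0.2536 ± 0.0178 (SD of 20 samplings, no replicates) over 1507 genes, below the −0.0931 of 1 h AS in the same set. The difference of −0.1605 is between sampled medians. The tests used the REDs of all reads over genes, which are not independent replicates (2286 genes for RC4 and 2054 for AS). Genes measured in both conditions were not paired. The Wilcoxon test gave *P* = 8.0e-19, and a permutation test of the medians gave *P* = 1e-05, the smallest that 100000 resamples can give. At −0.2536 the RC4 median was also further from 0 than any median RED between NT libraries, the largest of which was −0.1285. The RC4 value rests on 1 library of 1885486 reads. Requiring more than 5 reads in the compared samples together, rather than in each, widened the difference to −0.1931. From the lower median the paper concludes that shortening progresses during recovery.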

Interestingly, 3′UTR shortening became more conspicuous after 4 h of recovery (median RED = −0.27, *P* = 1.5 × 10^−11^ vs. 1 h AS, Wilcoxon test, Fig. 1e). The median RED score gradually increased afterwards (median RED = −0.14 and −0.12 for 8 and 12 h of recoveries, respectively, Fig. 1e) and was similar to that of NT cells after 24 h (median RED = 0.03, Fig. 1e).

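Later recovery samples, 1 library each, had median RED values of −0.1437 ± 0.0165 (RC8, 1651 genes), −0.1306 ± 0.0166 (RC12, 1652 genes) and 0.0139 ± 0.0202 (RC24, 1616 genes), where errors are SDs of 20 samplings (no replicates). The RC8 and RC12 medians differ by less than the SD of either. RC24 lies within 1 SD of samplings of 0, and its library is the smallest of the set with 1048335 reads. Over genes, the 95% bootstrap confidence interval of a median extended by about 0.03 to either side at every time point. Counting reads of the compared samples together instead of in each had the largest effect at 8 h (−0.1753) and 24 h (0.0458). At 12 h it left the median at −0.1306, and a 5 kb limit between PASs moved it most, to −0.1184. With more than 20 reads in each sample, the RC24 median was below 0, at −0.0089. The paper describes a gradual increase of the median and, at 24 h, a value similar to NT cells.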

We found that the extent of 3′UTR shortening of a gene, as measured by the RED score, was a function of the distance between pPAS and dPAS, or size of alternative UTR (aUTR, illustrated in Fig. 1d, top), in both AS and RC cells (Fig. 1f). 

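Genes of the time-course set were divided by the distance between pPAS and dPAS into the 5 bins of Fig. 1f, with the shortest aUTRs in bin 1 and the longest in bin 5. In AS cells the median RED fell from bin to bin. It was 0.0741 ± 0.0293 (SEM over 396 genes) in bin 1, −0.0169 ± 0.0291 in bin 2, −0.0314 ± 0.0283 in bin 3, −0.1292 ± 0.0307 in bin 4 and −0.3326 ± 0.0342 (420 genes) in bin 5. In RC4 cells the same order held, with −0.1024 ± 0.0298 (430 genes), −0.1305 ± 0.0291, −0.2411 ± 0.0303, −0.3919 ± 0.0357 and −0.6398 ± 0.0368 (487 genes) from bin 1 to bin 5. Each condition is 1 library against NT replicate 3, so the SEM describes genes and not replicates. The paper takes this ordering as evidence that the extent of shortening depends on aUTR size.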

That is the longer the aUTR, the greater the 3′UTR shortening. 

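Median RED of bin 5 minus that of bin 1 was −0.4067 in AS cells (Wilcoxon *P* = 1.2e-20, n = 420 and 396 genes) and −0.5374 in RC cells (*P* = 8.6e-30, n = 487 and 430 genes). Permutation of the bins over genes gave *P* = 1e-05 for both, the lower bound of 100000 resamples. Genes are not independent replicates in these tests. Between NT libraries the same bin difference ranged from −0.1014 (replicate 3 vs. 2) to 0.1061 (replicate 3 vs. 1), well short of the values with AS and RC. When more than 20 reads of each isoform were required in each sample, the AS difference shrank to −0.3666. With reads counted in the compared samples together, the RC difference grew to −0.6400. The paper reasons from this comparison that genes with the longest aUTRs shorten most.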

The gene group with the longest aUTRs (bin 5 in Fig. 1f) displayed significantly greater shortening than the group with the shortest aUTRs (bin 1 in Fig. 1f) in both AS and RC cells (*P* *=* 2.7 × 10^−20^ and 5.1 × 10^−29^, respectively, Wilcoxon test).

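Nmt1 (ENSMUSG00000020936.8) lies on the plus strand of chromosome 11 of mm9, and the last of its 12 exons runs from 102927062 to 102930226. The pPAS was at 102927419, which gives a 3′UTR of 337 nt. The dPAS was at 102930226 and adds an aUTR of 2807 nt with 12 UUUU tetramers. The 50 nt that end at the pPAS are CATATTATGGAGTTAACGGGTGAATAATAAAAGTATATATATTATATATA, with an AATAAA signal 25 nt upstream of the site. The 50 nt that end at the dPAS are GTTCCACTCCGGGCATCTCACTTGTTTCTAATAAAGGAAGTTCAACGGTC, with the same signal 21 nt upstream. In total RNA of NT cells, the dPAS isoform had 39.7%, 73.4% and 90.2% of Nmt1 reads (replicates 1 to 3). In AS cells it had 39.2%, 74.1% and 77.8%. The RED of AS vs. NT was −0.46 ± 0.81 (SD, n = 3 replicate pairs), with −0.03 and 0.05 in replicates 1 and 2 and −1.39 in replicate 3. A shift with AS was thus not detectable in replicates 1 and 2, and the NT libraries differed from each other by more than any AS library differed from its own NT. After 4 h of recovery the share was 47.1% (Wilson 95% confidence interval 37.7 to 56.7%, no replicates), against 90.2% (83.3 to 94.4%) in the NT library of the same set. This corresponds to a RED of −3.37 (Fisher's exact test on reads, *P* = 4.2e-12). The test covers the counting of reads and not variation between libraries. The 47.1% lies within the range of the NT libraries of all sets (39.7% to 90.2%). In the time course, the dPAS share then rose to 72.3% at 8 h, 84.3% at 12 h and 85.4% at 24 h.

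**Figure D2:**
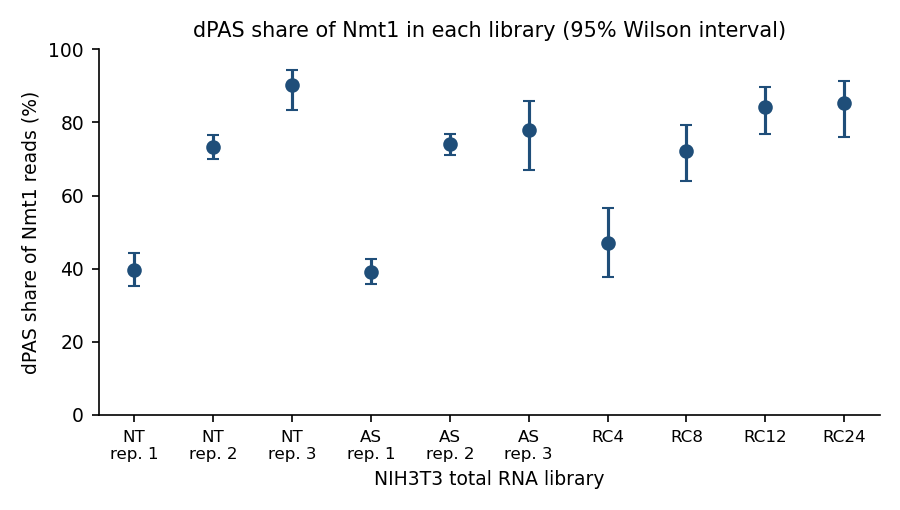
Share of Nmt1 reads at the dPAS (percent, y-axis) in each of the 10 total RNA libraries, with Wilson 95% confidence intervals as error bars. The RC4 library (47.1%) lies below NT replicate 3 (90.2%), and NT libraries range from 39.7% to 90.2%.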

An example gene *Nmt1* (encoding *N*-myristoyltransferase 1) is shown in Fig. 1g, which expressed two 3′UTR APA isoforms with 3′UTR lengths of 337 nt and 2.8 kb, respectively. Using reverse transcription-quantitative PCR (RT-qPCR) and primer pairs targeting a region common to both pPAS and dPAS isoforms as well as the aUTR, we validated 3′UTR shortening of *Nmt1* in cells with AS and in recovery, as well as those of *Calm1*, *Purb*, and *Timp2* (Fig. 1h). Notably, 3′UTR shortening could also be detected in cells treated with oxidative stress inducer H_2_O_2_ (Supplementary Figs. 2a and 2b) or with a lower level of AS (25 µM) (Supplementary Figs. 2c and 2d), although the timing and the degree of shortening were different.

### Analysis of newly made RNAs reveals stress-induced APA

Shortening of 3′UTRs can be caused by increased usage of the PASs of short 3′UTR isoforms or by enhanced degradation of long 3′UTR isoforms, or both. We reasoned that analysis of APA profiles with newly made RNAs would reveal PAS usage changes^42^. 

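The 4sU fractionation data came from 8 libraries of NIH3T3 cells, with the 4sU and Ft fractions each sequenced for 2 NT samples, 1 AS sample and 1 RC4 sample. 4sU is a uridine analog that cells build into new transcripts, so that biotin capture separates RNA made during labeling from RNA made before it. Cells received 50 µM 4sU for 1 h, and stress was 250 µM arsenite for 1 h. The sample labels give 1 NT sample the time of the AS sample (NT replicate 1) and the other the time of the RC4 sample (NT replicate 2). As in the legend of Fig. 2, both served as replicates of NT, and their reads were summed. The authors deposited raw PAS read counts of these libraries, made in the same way as those of total RNA. The 4sU libraries held 2513834 and 3960472 PAS reads for NT, 2170692 for AS and 4431949 for RC4. The Ft libraries held 2935698 and 3316741 for NT, 2642178 for AS and 3074676 for RC4. The 2 most abundant 3′UTR PASs over the 8 libraries gave isoform pairs for 7010 genes. AS and RC4 have a single library in each fraction, and a value that involves them has no replicates.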

To this end, we added 4-thiouridine (4sU) to cell culture media 1 h before harvesting cells in NT, AS (1 h), or RC (4 h) conditions (Fig. 2a), separated 4sU-labeled RNAs from non-labeled, or flow-through (Ft) RNAs and subjected both RNA pools to 3′READS analysis (Supplementary Fig. 3a, see Methods for details). As such, newly made RNAs and pre-existing RNAs were enriched in the 4sU and Ft fractions, respectively.

**Fig. 2:**
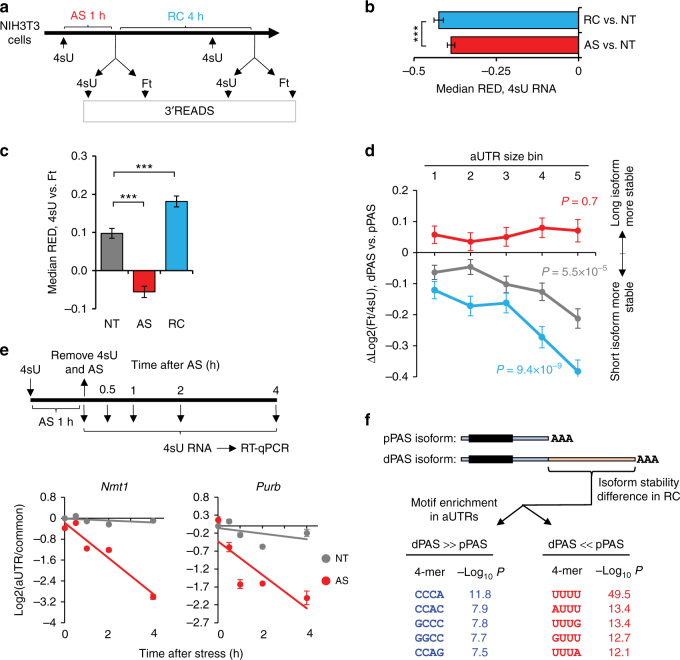
Both preferential expression of short 3′UTR isoforms and degradation of long 3′UTR isoforms take place in stressed cells. **a** Schematic of experimental design. Cells were labeled with 4sU for 1 h right before harvest during arsenic stress (AS) or recovery (RC), as well as in non-treated control (NT) cells. 4sU-labeled and flow-through (Ft) RNAs were subject to APA analysis with 3′READS. **b** Comparison of global 3′UTR length changes between AS or RC cells and NT cells using RNA in the 4sU fraction only. The NT result was based on two replicates, and AS and RC results on one sample each. Error bars are standard deviation of median RED based on random sampling of the data for 20 times (see Methods for details). Three asterisks indicate *P* < 0.001 (Wilcoxon test). **c** Comparison of global 3′UTR length differences between the 4sU and Ft fractions, as indicated by median RED, under NT, AS (1 h), and RC (4 h) conditions. The NT result was based on two replicates, and AS and RC results on one sample each. Error bars are standard deviation of median RED as in **b**. Three asterisks indicates *P* < 0.001 (Wilcoxon test). **d** Stability difference between 3′UTR APA isoforms, as measured by Δlog2(Ft/4sU) between dPAS and pPAS isoforms, for gene groups with different aUTR sizes. Genes were divided into five bins as in Fig. 1f. The median Δlog2(Ft/4sU) value for each gene bin is plotted for NT (gray), AS (red), or RC (blue) conditions. Error bars are standard error of mean based on all genes in each bin. *P*-values (Wilcoxon test) comparing genes in bin 1 vs. in bin 5 are shown. **e** Validation of mRNA decay analysis. Top, schematic of experimental design. NIH3T3 cells were subject to 1 h of AS, during which 4sU was used to label newly made RNA. 4sU-labeled RNA was analyzed by RT-qPCR at different time points after removal of stress and 4sU. Bottom, RT-qPCR result with primer sets targeting aUTR and common regions of APA isoforms. NT cells were used as a control. **f** Sequence motif analysis of aUTR sequences of genes whose long 3′UTR isoforms were more stable than short 3′UTR isoforms (dPAS » pPAS, genes with top 10% of ΔLog2(Ft/4sU), dPAS vs. pPAS in RC) or the opposite (dPAS « pPAS, genes with bottom 10% of ΔLog2(Ft/4sU), dPAS vs. pPAS in RC) in the RC sample. Top five enriched tetramers in each group of genes are shown. Their *P*-values (Fisher’s exact test) are indicated

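In the 4sU fraction, the median RED of AS vs. NT was −0.3793 ± 0.0147 (2074 genes) and that of RC4 vs. NT was −0.4168 ± 0.0155 (1996 genes), with errors as SDs of 20 samplings (no replicates of AS or RC4). Against NT replicate 1 alone the medians were −0.3295 for AS and −0.3549 for RC4. The median RED of NT replicate 2 vs. replicate 1 was 0.0766 ± 0.0161, so both shifts were several times the difference between the untreated libraries. In the Ft fraction, AS and RC4 gave −0.1677 ± 0.0148 and −0.4715 ± 0.0237 against NT, where the NT libraries differed by 0.0383 ± 0.0172. Selecting the most proximal and most distal PAS with at least 10% of a gene's reads changed the AS median of the 4sU fraction most, to −0.4294. From these medians, the paper concludes that newly made RNAs had shortened 3′UTRs in both conditions.

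**Figure D3:**
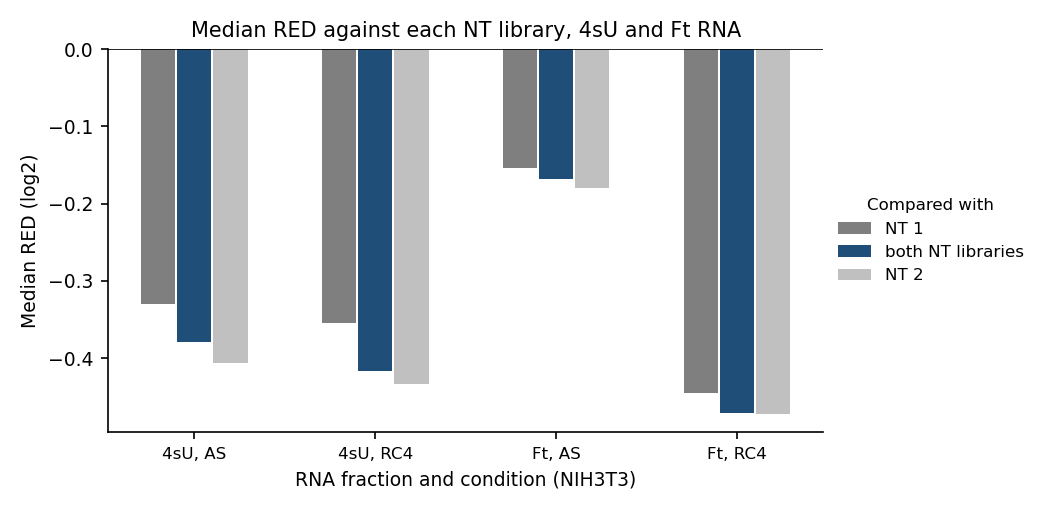
Median RED (log2, y-axis) of AS and RC4 in the 4sU and Ft fractions of NIH3T3 cells, with bars for the comparison with NT replicate 1, both NT libraries and NT replicate 2. All medians are negative, and the 4sU bars against both libraries stand at −0.3793 (AS) and −0.4168 (RC4).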

Similar to the result with steady-state RNAs, 4sU-labeled RNAs displayed 3′UTR shortening in both RC and AS cells as compared with NT cells (Fig. 2b). However, the difference in 3′UTR shortening between the two conditions, although still significant, was much smaller in newly made RNAs (ΔMedian RED = 0.03; *P* = 4.4 × 10^−10^, Wilcoxon test, Fig. 2b), as compared to the difference using steady state RNAs (ΔMedian RED = 0.16, Fig. 1e).

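Between RC4 and AS the median RED of newly made RNAs differed by −0.0375, against −0.1605 in steady-state RNA. Tests over genes used the REDs of all reads, so they do not test the difference of sampled medians itself. The 3546 genes tested in both conditions were not paired. The Wilcoxon test gave *P* = 0.40 (4372 genes for RC4 and 3738 for AS), and a permutation test of the medians gave *P* = 0.65. Genes are not independent replicates here either. The difference was also smaller than the 0.0766 between the 4sU libraries of NT cells. The choice of NT sample mattered for this value. With each condition compared to the NT sample of its own time, the difference was −0.1045 (Wilcoxon *P* = 1.9e-05, n = 7682 values of genes). The paper describes its own gap as significant, but far smaller in newly made than in steady-state RNA.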

We next compared RED scores between 4sU and Ft fractions. In control cells, 3′UTRs were longer in newly made RNAs than in pre-existing RNAs (median RED = 0.10, Fig. 2c), consistent with the notion that short 3′UTR isoforms are generally more stable than long 3′UTR isoforms^43^. 

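Compared with the Ft fraction, the 4sU fraction of NT cells had a median RED of 0.4069 ± 0.0192 (SD of 20 samplings) over 1814 genes. The NT replicates taken one at a time gave values whose SD was 0.0372. A positive RED means that the dPAS isoform had a larger share in newly made RNAs. The value was computed from reads without adjustment for the number of uridines, which raises capture of long 4sU-labeled isoforms. With that adjustment, an alternative chosen after seeing the data, the median was 0.1094 over 4174 genes, the largest change of any alternative. Adjusted values of NT, RC4 and AS cells are the stability differences between isoforms given below, with the sign reversed and without sampling. They are not separate results. The paper relates its positive median to an earlier notion, that short isoforms tend to be the more stable ones.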

A similar trend was observed with RC cells, but to a greater degree (median RED = 0.18, Fig. 2c). 

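For RC4 cells the median RED of 4sU vs. Ft was 0.5216 ± 0.0196 (SD of 20 samplings, no replicates), higher than the 0.4069 of NT cells by more than the SD of 0.0372 between NT replicates. Adjusting for the number of uridines, which was tried after seeing the data, lowered it to 0.2167 (3520 genes), still above the adjusted NT value of 0.1094. Among the alternatives planned beforehand, a minimum of more than 20 reads per isoform had the largest effect, with 0.4511 over 513 genes.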

By contrast, newly made RNAs in AS cells had shorter 3′UTRs than pre-existing RNAs (median RED = −0.06, Fig. 2c). 

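In AS cells the median RED of 4sU vs. Ft was 0.2402 ± 0.0220 (SD of 20 samplings, no replicates, 1733 genes), lower than in NT cells but above 0. Its sign depended on the uridine adjustment. After the adjustment, which was not planned for this value and was chosen after seeing the data, the median was −0.0783 over 3134 genes. This is again the stability difference given below with its sign reversed. Every alternative set beforehand left it positive, and the lowest, 0.1945, came from requiring more than 20 reads of each isoform. The paper concludes from its negative value that newly made RNAs in AS cells had shorter 3′UTRs.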

These results indicate that 3′UTR shortening in cells with 1 h AS treatment is largely due to newly made RNAs, supporting the notion that AS leads to preferential usage of proximal PASs. While this also takes place in RC cells (Fig. 2b), the much greater shortening of 3′UTRs in those cells appears to be attributable to the pre-existing pool of RNA (Fig. 2c), suggesting differential regulation of mRNA stability between 3′UTR isoforms.

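Each fraction was also compared with NT, which gives the isoform change within the fraction and not its part in the shortening of total RNA. In AS cells, the median RED was −0.3793 ± 0.0147 in the 4sU fraction and −0.1677 ± 0.0148 in the Ft fraction. In RC4 cells, it was −0.4168 ± 0.0155 in the 4sU fraction and −0.4715 ± 0.0237 in the Ft fraction. Errors are SDs of 20 samplings, and AS and RC4 have no replicates. From AS to RC4, the Ft median fell by more than the 4sU median. The latter changed by −0.0375, within the 0.0766 between its NT libraries, but by −0.1045 with each condition set against the NT library of its own time. Requiring more than 5 reads in the compared samples together gave the lowest Ft median for RC4, −0.5504. The paper instead compares the 4sU with the Ft fraction, and from that proposes that stability is regulated differently between isoforms during recovery.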

### Enhanced 3′UTR size-based mRNA decay after stress

To specifically address how mRNA stability contributed to 3′UTR APA profiles, we calculated for each isoform the ratio of its abundance in the Ft fraction to that in the 4sU fraction, or log2(Ft/4sU). After adjustments for the number of uridines in each transcript to remove its influence on the abundance of 4sU-labeled RNAs (Supplementary Fig. 3b), the log2(Ft/4sU) values in control cells correlated well with mRNA half-lives previously measured in NIH3T3 cells by Spies et al.^43^ (*r* = 0.52, Pearson correlation, Supplementary Fig. 3c), supporting the suitability of using log2(Ft/4sU) values to reflect mRNA stability.

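Stability of each transcript with a defined PAS was computed as log2(Ft/4sU) from reads divided by the library total, for PASs with more than 5 reads in both fractions. The number of uridines was counted in the annotated transcript up to the PAS. Before adjustment, log2(Ft/4sU) correlated with log2(number of Us) at *r* = −0.5602 in NT cells (17443 transcripts), −0.5469 in AS cells (13972) and −0.5440 in RC4 cells (15536), by Pearson correlation across transcripts, which are not independent replicates. The slopes of the linear regressions were −0.6263, −0.5676 and −0.6071, and the residuals served as adjusted values. With a minimum of more than 20 reads in each sample, the NT correlation moved to −0.6008. The published half-lives were not analysed here.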

To examine the influence of 3′UTR size on stability, we divided genes into five bins based on their aUTR sizes. We found that long 3′UTR isoforms in control cells were generally less stable than short 3′UTR isoforms, as indicated by the negative median Δlog2(Ft/4sU) values in all gene groups (Fig. 2d, gray line). 

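Adjusted Δlog2(Ft/4sU) of the dPAS vs. the pPAS isoform in NT cells had a median of −0.1094 over 4174 genes (95% bootstrap confidence interval −0.1293 to −0.0743), and 55.9% of genes were below 0. By aUTR size, the medians were −0.0448 ± 0.0249 (SEM, 767 genes), −0.0223 ± 0.0245, −0.0900 ± 0.0267, −0.1586 ± 0.0277 and −0.2044 ± 0.0294 (906 genes) from bin 1 to bin 5. In bins 1 and 2 the median was within 2 SEM of 0. From these negative medians, the paper concludes that long isoforms were the less stable ones in control cells.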

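In NT cells, genes in bin 5 differed in median Δlog2(Ft/4sU) from genes in bin 1 by −0.1596 (Wilcoxon *P* = 2.0e-05, permutation *P* = 0.00019, over 906 and 767 genes that are not independent replicates). The NT libraries taken one at a time gave bin differences that were 0.0596 apart. This difference was sensitive to the read minimum. When more than 5 reads were required only in the compared samples together, it turned positive, at 0.1059 (Wilcoxon *P* = 0.061, n = 2361 genes). The paper takes the bin difference as evidence of a negative role of 3′UTR size in mRNA stability.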

The difference in stability between short and long 3′UTR isoforms was a function of the aUTR size (*P* = 5.5 × 10^−5^ comparing genes in bins 1 and 5, Wilcoxon test, Fig. 2d, gray line), indicating a negative role of 3′UTR size in mRNA stability. Significantly, the difference between long and short 3′UTR isoforms became greater in cells during recovery (blue vs. gray lines, Fig. 2d), indicating enhanced 3′UTR size-based mRNA decay. 

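In RC4 cells, the median Δlog2(Ft/4sU) was −0.2167 over 3520 genes (95% bootstrap confidence interval −0.2567 to −0.1884), and its difference from NT cells was −0.1073 (Wilcoxon *P* = 5.5e-12, n = 3520 and 4174 genes). The NT libraries used one at a time differed by 0.0195. Its bins ran from −0.1111 ± 0.0288 (SEM, 651 genes) in bin 1 through −0.1730, −0.1593 and −0.2645 to −0.4097 ± 0.0350 (767 genes) in bin 5. Bin 5 minus bin 1 was −0.2986 (Wilcoxon *P* = 9.7e-12, and permutation *P* = 1e-05, the smallest possible with 100000 resamples). Minus the NT bin difference this is −0.1390, beyond the 0.0596 between NT libraries. Counting reads in the compared samples together brought the bin difference nearest to 0, at −0.1674 (Wilcoxon *P* = 2.9e-04, n = 2179 genes). The paper concludes that decay based on 3′UTR size was enhanced in recovery.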

Consistently, the difference in stability between gene bins 1 and 5 was much greater in RC cells (*P* = 9.4 × 10^−9^, Wilcoxon test, Fig. 2d, blue line). By contrast, in AS cells Δlog2(Ft/4sU) values were positive across all bins and were not correlated with aUTR sizes (red line in Fig. 2d), indicating general stabilization of distal PAS isoforms during stress. 

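Median Δlog2(Ft/4sU) in AS cells was 0.0783 over 3134 genes (95% bootstrap confidence interval 0.0447 to 0.1048, no replicates), and 45.3% of genes were below 0. It was higher than in NT cells by 0.1877 (Wilcoxon *P* = 7.0e-21, n = 3134 and 4174 genes). All 5 bins were positive, with 0.0648 ± 0.0295 (SEM), 0.0290 ± 0.0286, 0.0865 ± 0.0309, 0.0786 ± 0.0329 and 0.1215 ± 0.0348. Bin 5 minus bin 1 was 0.0567 (Wilcoxon *P* = 0.41, permutation *P* = 0.22, 676 and 581 genes). The bin difference rose to 0.1797 with reads counted in the compared samples together (Wilcoxon *P* = 0.14, n = 1876 genes) and to 0.1510 with more than 20 reads of each isoform (*P* = 0.0044, n = 500 genes). Without the uridine adjustment, tried after seeing the data, it was −0.6885. The paper concludes from the positive values that distal isoforms were stabilized during stress.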

The stability difference between short and long 3′UTR isoforms in control cells and in cells after stress was validated by RT-qPCR analysis of mRNA decays of APA isoforms of *Nmt1* and *Purb* (Fig. 2e).

We next asked whether some sequence motifs in 3′UTRs were associated with mRNA decay during recovery from stress. To this end, we identified two groups of genes (Fig. 2f, top), i.e., genes whose long 3′UTR isoforms were less stable than short 3′UTR isoforms (group 1) and those showing the opposite trend (group 2). We then compared tetramer frequencies in the aUTRs of these two gene groups. Interestingly, U-rich tetramers were significantly enriched in the aUTRs of group 1 genes, whereas C-rich elements in those of group 2 genes (Fig. 2f, bottom), indicating involvement of sequence motifs in mRNA decay in cells after stress.

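Tetramers were counted in the aUTRs of the 10% of genes with the lowest and the 10% with the highest Δlog2(Ft/4sU) in RC4 cells, 352 genes each. UUUU was 1.23 times as frequent, by odds ratio, where the long isoform was less stable (547739 tetramers in all) as where it was more stable (343663), with a −log10 *P* of 32.1 in Fisher's exact test. It was followed on that side by UUUA, UAUA, AUUU and GUUU. The other group was led by GCCC (odds ratio 1.25, −log10 *P* = 8.2, Fisher's exact test), CCCA, GGCC, CAGC and CCAG. All 13 tetramers with 3 or more Us, of 256 tested, were more frequent where the long isoform was less stable. Tetramers overlap within an aUTR and are not independent counts. Without the uridine adjustment of stability, an alternative added after seeing the data, the −log10 *P* of UUUU fell to 1.6. From the enriched tetramers, the paper concludes that sequence motifs are involved in decay after stress.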

Together, our data indicate that long 3′UTR isoforms are generally less stable than short 3′UTR isoforms in control cells; this trend is blunted in cells under stress but is accentuated during recovery from stress. In addition, U-rich motifs play a prominent role in mRNA decay during recovery from stress.

### Long isoforms bind TIA1 more efficiently **via** U-rich motifs

Sequence motif analysis of unstable mRNAs suggested that U-rich motif-binding RBPs might be responsible for the enhanced 3′UTR-based mRNA decay in cells after stress. We next focused on TIA1 because of its activity in binding U-rich motifs and role in recruiting mRNAs into SGs during stress^16^. As reported, TIA1 was mostly in nucleus in control cells and became enriched in SGs during stress (Supplementary Fig. 4a). Four hours of recovery after AS restored the TIA1 subcellular distribution (Supplementary Figure 4a). Notably, TIA1 protein levels were unchanged across these conditions (Supplementary Fig. 4b).

To examine interactions between mRNAs and TIA1, we carried out ribonucleoprotein immunoprecipitation (RIP) using an anti-TIA1 antibody (Supplementary Fig. 4b) to isolate TIA1-bound mRNAs from cytoplasm of AS-treated or control cells, followed by 3′READS (illustrated in Fig. 3a). 

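The RIP data came from 8 3′READS libraries of NIH3T3 cells, 2 replicates each of TIA1 RIP and of the cytoplasmic input in NT and AS cells (250 µM arsenite for 1 h). In RIP, an antibody pulls down a protein with the RNA bound to it, and enrichment over the input measures binding. The authors deposited raw PAS read counts, not normalized to the input. The input libraries held 3642602 and 2524260 PAS reads in NT cells and 3376846 and 1956850 in AS cells (replicates 1 and 2). The TIA1 libraries held 3191581 and 6143334 in NT cells and 4027553 and 4840926 in AS cells. TIA1 binding of a transcript was log2(TIA1/Input) of reads divided by the library total, for PASs with more than 5 reads in both libraries of a replicate, and the mean of both replicates was used. Δlog2(TIA1/Input) is the dPAS value minus the pPAS value for the 6842 genes with an isoform pair. The input libraries of one condition were not alike. The median RED of input replicate 2 vs. replicate 1 was −0.2774 ± 0.0255 in NT cells and −0.1719 ± 0.0252 in AS cells (SD of 20 samplings), so TIA1 libraries were compared only with the input of the same replicate number.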

As such, this approach, named 3′READS + RIP, could distinguish APA isoforms in TIA1 binding.

**Fig. 3:**
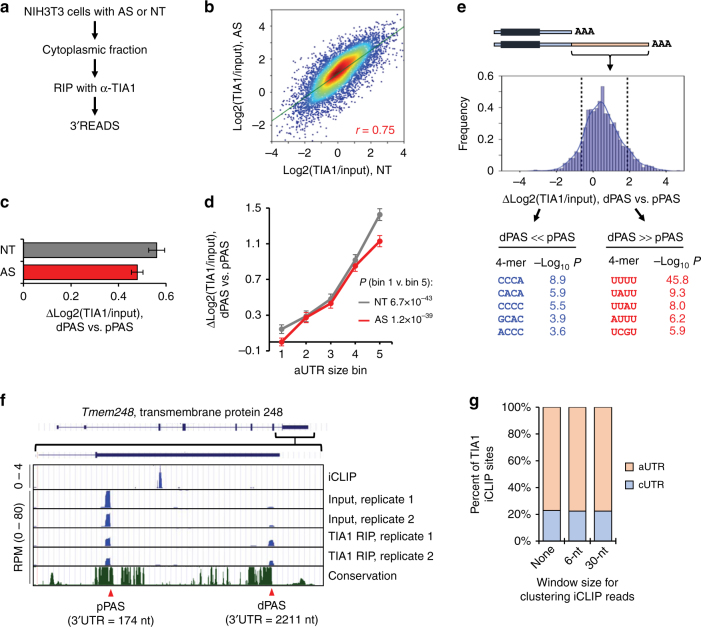
TIA1 preferentially binds to long aUTRs via U-rich motifs. **a** Schematic of 3′READS + RIP. The cytoplasmic fraction of NT or AS cells was used for ribonucleoprotein immunoprecipitation (RIP) with a TIA1 antibody. Two replicates were used for both input and RIP samples. **b** Correlation of log2(TIA1/input) values in NT and AS cells. Pearson correlation coefficient *r* is indicated. **c** Differences in TIA1 binding between distal pA isoforms (dPAS) and proximal pA isoforms (pPAS), as measured by median Δlog2(TIA1/Input), dPAS vs. pPAS, under NT (gray) or AS (red) condition. Error bars are standard deviation of median RED based on random sampling of the data for 20 times (see Methods for details). **d** Relationship between Δlog2(TIA1/Input) and aUTR size. Genes were divided into five bins based on aUTR size as in Fig. 1f. Error bars are standard error of mean based on all genes in each bin. *P*-values (Wilcoxon test) for comparing genes in bin 1 vs. in bin 5 are shown. **e** Top, distribution of Δlog2(TIA1/Input) values representing TIA1 binding difference between long and short 3′UTR isoforms under AS. Top and bottom 10% genes were selected for sequence motif analysis. Bottom, tetramers enriched in the aUTRs of top 10% of genes (dPAS » pPAS), or of bottom 10% of genes (dPAS « pPAS). Top five enriched tetramers are shown for each group of genes. Their *P*-values (Fisher’s exact test) are indicated. Only the data from AS cells were used. **f** TIA1 iCLIP and RIP-3′READS data of an example gene *Tmem248*, as shown in UCSC genome browser tracks. The aUTR of *Tmem248* contains TIA1 binding sites as indicated in the iCLIP track. *Tmem248* has two 3′UTR APA sites, as indicated in the input and RIP tracks, resulting in two 3′UTR isoforms with a 174- or 2211-nt 3′UTR. Transcript expression levels are indicated by reads per million (RPM) PAS reads. The dPAS isoform is more enriched in the RIP fraction than in the cytoplasmic input, as compared to pPAS isoform. **g** Percentages of 3′UTR TIA1 iCLIP sites in cUTRs (blue) and aUTRs (pink) using different window sizes for clustering iCLIP reads

Using input cytoplasmic RNA as a reference, we calculated TIA1 binding efficiency, as calculated by log2(TIA1/Input), for each transcript with a defined PAS (see Methods for details). Two biological replicates were generated, which were well correlated (*r* = 0.65 and 0.72 for NT and AS samples, respectively, Pearson correlation, Supplementary Fig. 4c). 

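Between the replicates, log2(TIA1/Input) correlated at *r* = 0.5909 in NT cells (9798 PASs) and *r* = 0.6048 in AS cells (10328 PASs), by Pearson correlation across PASs, which are not independent replicates. The 95% confidence intervals over PASs reach 0.013 and 0.012 to either side. The correlations depended on depth. With more than 20 reads in each sample they rose to 0.6863 (6292 PASs) and 0.7275 (6381 PASs).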

In addition, log2(TIA1/Input) values were well correlated between AS-treated and control cells (*r* *=* 0.75, Pearson correlation, Fig. 3b), indicating that TIA1 binding efficiency with its target RNAs generally does not change by AS. 

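The mean log2(TIA1/Input) of the 2 replicates in NT cells correlated with that in AS cells at Pearson's *r* = 0.7606 across 8710 PASs, which are not independent replicates. This is higher than the correlation between replicates of one condition (0.5909 and 0.6048), which are single libraries. With replicate 1 or replicate 2 left out, single libraries are compared. Then *r* was 0.6189 or 0.6053, no lower than between the replicates of one condition. The former pairs share a replicate number and the latter do not, and inputs of different numbers were unlike. The 2 kinds of correlation are therefore not matched and cannot show that AS left binding unchanged. The paper concludes that AS generally does not change the binding of TIA1 to its target RNAs.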

Also notable is that the TIA1 binding efficiency measured by 3′READS + RIP is generally correlated with the number of TIA1 binding sites in 3′UTRs as measured by a recent iCLIP study using B cells^44^ (*r* = 0.34, Supplementary Fig. 4d), indicating similarities in TIA1 binding across cell types and supporting the suitability of using 3′READS + RIP for quantitative analysis of TIA1 binding.

Interestingly, we found that TIA1-bound transcripts tended to have significantly longer 3′UTRs in both control and AS cells, as indicated by the positive median Δlog2(TIA1/Input) values measuring the difference between dPAS and pPAS isoforms (Fig. 3c) and that genes whose long 3′UTR isoform had a higher log2(TIA1/Input) value than short isoform markedly outnumbered genes with the opposite trend (4.7- and 5.1-fold for NT and AS cells, Supplementary Fig. 4e). 

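Median Δlog2(TIA1/Input) was 0.4975 ± 0.0765 in NT cells and 0.4442 ± 0.0075 in AS cells (SD, n = 2 replicates, on average 1201 and 1326 genes per sampling). The replicates gave 0.4433 and 0.5516 in NT cells and 0.4389 and 0.4495 in AS cells. NT and AS differed by less than the NT replicates did. By Fisher's exact test and a change of more than 5 percentage points in both replicates, the long isoform had more TIA1 binding in 396 genes and the short isoform in 43 of 1843 genes in NT cells, a ratio of 9.2. In AS cells, 359 and 36 of 2010 genes were called, a ratio of 10.0. The counts changed most when reads of the replicates were summed before testing, with 1210 and 392 genes in NT cells and 1172 and 324 in AS cells. Summing drops the pairing of TIA1 with the input of its own replicate. The paper takes the positive medians and the excess of genes as evidence that TIA1-bound transcripts tend to have longer 3′UTRs.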

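From bin 1 to bin 5 of aUTR size, the median Δlog2(TIA1/Input) in NT cells was 0.1186 ± 0.0442, 0.2660 ± 0.0492, 0.4516 ± 0.0520, 0.7362 ± 0.0525 and 1.2801 ± 0.0563 (SEM over 348 to 397 genes). In AS cells it was 0.0173 ± 0.0378, 0.2606 ± 0.0446, 0.3878 ± 0.0422, 0.6790 ± 0.0495 and 1.0694 ± 0.0500 (371 to 429 genes). Bin 5 exceeded bin 1 by 1.1615 in NT cells (Wilcoxon *P* = 1.0e-52, n = 397 and 357) and by 1.0521 in AS cells (*P* = 3.2e-50, n = 429 and 388), across genes that are not independent replicates. The permutation *P* was 1e-05 for both, the limit of 100000 resamples. Single replicates gave 1.1222 and 1.1678 in NT cells and 0.8653 and 1.1146 in AS cells. The lowest AS value was the one without replicate 1, and counting reads of the compared samples together raised the NT difference to 1.4978. The paper concludes that the binding difference is a function of aUTR size.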

Consistently, the Δlog2(TIA1/Input) value between long and short 3′UTR isoforms was a function of the aUTR size in both NT and AS cells (Fig. 3d). In line with these results, the log2(TIA1/Input) values of all transcripts correlated with their 3′UTR size (*r* = 0.62, Pearson correlation, Supplementary Fig. 4f), and 3′UTR size was a better determinant than other transcript features, such as 5′UTR and CDS sizes, for interaction with TIA1 based on a linear regression model (Supplementary Fig. 4g). 

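Across 10328 transcripts in AS cells, log2(TIA1/Input) correlated with log2 3′UTR size at Pearson's *r* = 0.5920 (Spearman's 0.6011). For comparison, *r* was 0.4167 with CDS size, 0.1492 with 5′UTR size, 0.2611 with the number of exons, 0.6884 with transcript size and 0.7150 with the number of Us in the transcript. Transcripts are not independent replicates. A linear regression on standardized features gave coefficients of 0.5972 for 3′UTR size, 0.4055 for CDS size, 0.0881 for 5′UTR size and −0.0374 for the number of exons, with an R squared of 0.4727. Single replicates gave lower correlations with 3′UTR size, 0.5059 without replicate 1 and 0.5076 without replicate 2. The paper reasons from its regression that 3′UTR size determines the interaction with TIA1 better than the 5′UTR or CDS does.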

These results indicate that the efficiency of TIA1 binding to an mRNA positively correlates with its 3′UTR size.

We next examined sequence motifs in aUTRs of two gene groups, i.e., genes whose long 3′UTR isoforms had a higher TIA1 binding efficiency than short 3′UTR isoforms (group 1, dPAS » pPAS in Fig. 3e), and those with the opposite trend (group 2, dPAS « pPAS in Fig. 3e). Consistent with the known TIA1 binding properties^44^, U-rich motifs, especially UUUU, were significantly enriched in the aUTRs of group 1 genes (Fig. 3e, bottom). 

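In AS cells, aUTRs of the 10% of genes with the highest Δlog2(TIA1/Input) (201 genes) were compared with those of the 10% with the lowest (201 genes). UUUU was enriched in the former (odds ratio 1.53, Fisher's exact test, −log10 *P* = 49.2). The next were AUUU, UAUU, UUGU and GUUU. The opposite group was enriched in CCCC (−log10 *P* = 15.9, Fisher's exact test), CCCA, CGCG, GCCG and CGGG. All 13 of 13 tetramers with 3 or more Us were more frequent in the group with more TIA1 binding of the long isoform. Restricting PASs to annotated 3′UTRs, without extension, reduced the −log10 *P* of UUUU the most, to 22.5 with 156 genes per group (added after seeing the data). The paper concludes that TIA1 binds long isoforms through U-rich motifs in their aUTRs.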

An example gene *Tmem248* is shown in Fig. 3f, which expressed a 174-nt, short 3′UTR isoform and a 2,211-nt, long 3′UTR isoform. A prominent TIA1 binding site was located in its aUTR, as identified by the iCLIP study^44^. 

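The gene shown in Fig. 3f was found by the sizes the paper gives, because the annotation used here lacks its symbol. Of 36 genes with a PAS 174 nt past the stop codon, none had a PAS at 2211 nt, and 1 had another PAS 2211 nt further on. This gene, ENSMUSG00000053094.8, lies on the plus strand of chromosome 5 of mm9, and its PASs at 130717342 and 130719553 are both in the last of 7 exons. Measured from the stop codon, the 3′UTRs are 174 and 2385 nt long, and the aUTR of 2211 nt holds 22 UUUU tetramers. The match rests on size alone. In NT cells, the dPAS isoform had 11.4% and 8.3% of the gene's input reads (replicates 1 and 2) and 41.7% and 43.6% of its TIA1 reads. In AS cells it had 4.1% and 9.2% of input reads and 43.8% and 38.9% of TIA1 reads. Wilson 95% confidence intervals reach at most 15.7% in any input library and start at 32.9% or higher in every TIA1 library. Δlog2(TIA1/Input) was 2.78 ± 0.44 in NT cells and 3.42 ± 1.08 in AS cells (SD, n = 2). The paper presents the gene as an example of preferential enrichment of a long isoform.

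**Figure D4:**
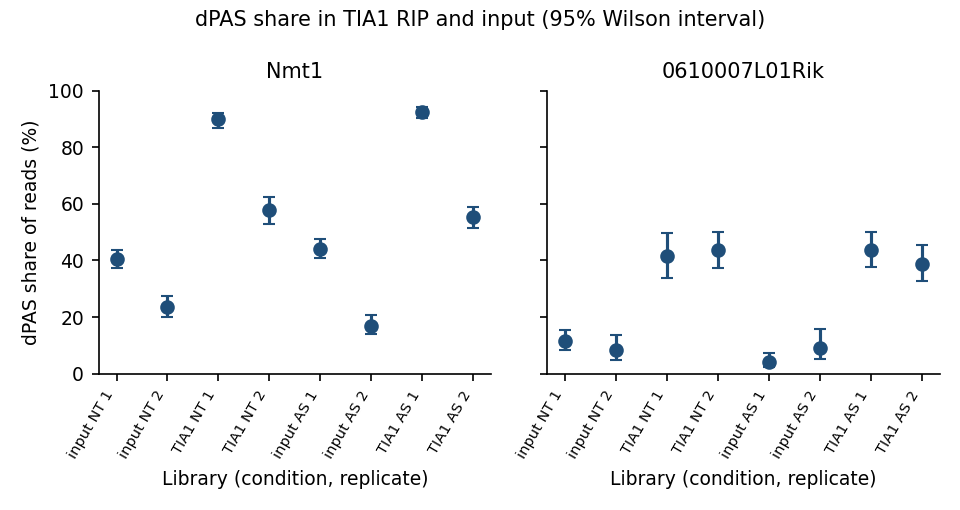
Share of reads at the dPAS (percent, y-axis) of Nmt1 and of the gene matched by size (ENSMUSG00000053094.8) in the 8 input and TIA1 libraries, with Wilson 95% confidence intervals as error bars. For the latter, the TIA1 libraries lie between 38.9% and 43.8% and the inputs between 4.1% and 11.4%.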

Consistently, the long 3′UTR isoform was markedly enriched by 3′READS + RIP as compared to the short 3′UTR isoform (Fig. 3f). In addition, using the iCLIP data and all mouse PASs in the PolyA_DB database^45^, we found that about 80% of TIA1 binding sites in 3′UTRs were located in aUTRs (Fig. 3g). Taken together, these results indicate that long 3′UTR isoforms preferentially bind TIA1 as compared to short 3′UTR isoforms through U-rich motifs in alternative 3′UTR sequences.

### TIA1 binding correlates with mRNA decay and SG association

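TIA1 binding in AS cells and adjusted stability in RC4 cells correlated at *r* = −0.1690 (Pearson) across 9532 transcripts, which are not independent replicates. The 95% confidence interval over transcripts extends 0.02 to either side. The size of the correlation depended mainly on the uridine adjustment. Without it, an alternative run after seeing the data, *r* was −0.5297. Leaving out RIP replicate 1 or 2 gave −0.1108 or −0.1827. The paper proposes from the negative correlation that TIA1 binding and mRNA decay are connected.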

We found that TIA1 binding efficiency of a transcript, as measured by log2(TIA1/Input), was negatively correlated with its mRNA stability as measured by log2(Ft/4sU)(*r* = −0.56, Pearson correlation, Fig. 4a), suggesting a connection between TIA1 binding and mRNA decay. Importantly, the transcripts with both strong TIA1 binding and a short half-life tended to have significantly longer 3′UTRs than those with both weak TIA1 binding and a long half-life (Fig. 4b). 

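Transcripts in the top 20% of TIA1 binding and the bottom 20% of stability (563) had a median 3′UTR of 2281 nt. Those in the bottom 20% of binding and the top 20% of stability (449) had a median of 288 nt, and the remaining 8520 transcripts one of 710 nt. The difference of 1993 nt had *P* = 2.4e-127 in a Wilcoxon test over transcripts and *P* = 1e-05 in a permutation test, the smallest it can give. Transcripts are not independent replicates. Each RIP replicate alone gave 1834.5 or 1889 nt, and dropping the uridine adjustment (added after seeing the data) gave 2338.5 nt.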

In addition, transcripts with strong TIA1 binding in AS cells tended to have significantly decreased mRNA stability during recovery (Δlog2(Ft/4sU), RC vs. AS) than transcripts with weak TIA1 binding (*P* = 6.0 × 10^−25^, K–S test, Fig. 4c). 

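Transcripts were divided into 3 equal parts by log2(TIA1/Input) in AS cells. Their median Δlog2(Ft/4sU) of RC4 vs. AS was −0.1635 with high binding (3070 transcripts), −0.1132 with medium binding (3070) and 0.0017 with low binding (3071). High and low differed by −0.1652 (K–S test *P* = 2.8e-15, permutation *P* = 1e-05 at its lower limit, across transcripts that are not independent replicates). AS and RC4 each have 1 library per fraction, and this comparison has no replicates of stability. A minimum of more than 20 reads in each compared sample brought the difference closest to 0, at −0.1134 (K–S test *P* = 3.7e-11, n = 4490 transcripts). The paper concludes that strong TIA1 binding goes with decreased stability during recovery.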

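Genes were ranked by Δlog2(TIA1/Input) in AS cells and split into 3 parts of 547 genes. The median Δlog2(Ft/4sU) of dPAS vs. pPAS in RC4 cells was −0.3683 in the part with the largest TIA1 difference, −0.1575 in the middle part and −0.0664 in the lowest. The highest and lowest parts differed by −0.3019 (K–S test *P* = 4.2e-11, n = 547 genes in each, which are not independent replicates). None of 100000 resamples in a permutation test reached it, which gives *P* = 1e-05. Without RIP replicate 1 the difference was −0.1671 (K–S test *P* = 1.1e-05, n = 1325 genes), the nearest to 0 of the alternatives. The paper reports that long isoforms with more TIA1 binding under AS were less stable in RC cells. It concludes that binding correlates with decay during recovery.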

More importantly, long 3′UTR isoforms which had higher TIA1 binding efficacies in AS cells than short 3′UTR isoforms were significantly less stable in RC cells than the latter (Fig. 4d). Together, these data indicate that TIA1 binding correlates with enhanced mRNA decay during recovery from stress.

**Fig. 4:**
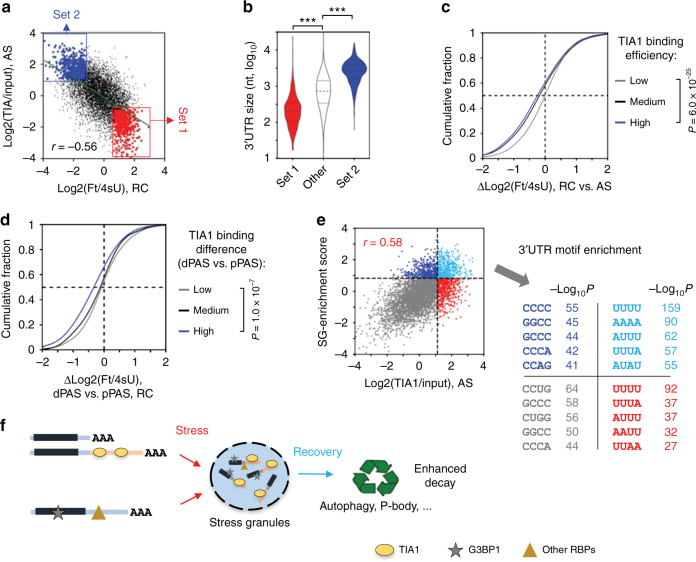
TIA1 binding correlates with SG enrichment and mRNA decay after stress. **a** Comparison of TIA1 binding in AS cells and mRNA stability in RC cells. Each dot is a transcript with a defined PAS. Red dots (gene set 1) are transcripts with low TIA1 binding in AS (bottom 20%) and high stability in RC (top 20%). Blue dots (gene set 2) are transcripts with high TIA1 binding in AS (top 20%) and low stability in RC (bottom 20%). **b** Violin plots of 3′UTR length for three transcript sets defined in **a**. Significance of difference between transcript sets is indicated (***, *P* < 0.001, Wilcoxon test). **c** Cumulative distribution of difference in mRNA stability between RC and AS cells (Δlog2(Ft/4sU)) for transcripts with different TIA1 binding efficiencies. High, medium, and low TIA1 binding transcripts were top 1/3, middle 1/3, and bottom 1/3 based on log2(TIA1/Input), respectively. **d** Cumulative distribution of difference in stability between APA isoforms in RC (ΔLog2(Ft/4sU, RC), dPAS vs. pPAS) for genes with low (gray), medium (black), or high (blue) difference in TIA1-binding between APA isoforms (ΔLog2(TIA1/Input, AS), dPAS vs. pPAS). **e** Left, scatter plot showing comparison of TIA1 binding and SG enrichment under AS. Each dot represents a mouse gene and its homologous human gene. SG-enrichment score is based on association of transcripts with G3BP1 in the SG core, and TIA1 binding is log2(TIA1/Input) in AS cells. Right, enriched tetramers in the 3′UTRs of genes from different groups (as colored in the scatter plot). **f** A model summarizing TIA1 binding to 3′UTR isoforms, SG association during stress, and mRNA decay during recovery. Some transcripts are recruited to SGs independent of TIA1

A recent study identified mRNAs in the SG core through isolation of RNAs bound to G3BP1, another resident RBP in SGs^46^. We thus asked whether TIA1 binding efficiency was related to enrichment in the SG core. To this end, we obtained the SG-enrichment data of human transcripts expressed in U-2 OS cells that were generated by Khong et al.^46^ and compared them to TIA1 binding efficiencies of their mouse orthologs calculated in this study (see Methods for details). As shown in Fig. 4e, SG-enrichment was generally correlated with TIA binding in AS cells (*r* = 0.58, Pearson correlation), supporting the role of TIA1 in recruiting mRNAs to SGs and indicating that the recruitment is conserved between human and mouse orthologs. Importantly, U-rich motifs were significantly enriched in the 3′UTRs of transcripts with both high SG-enrichment scores and high TIA1 binding efficiencies (light blue dots in Fig. 4e). U-rich motifs were also enriched, albeit with a lower significance, for transcripts with high TIA1 binding efficiencies but modest SG-enrichment scores (red dots in Fig. 4e). By contrast, the 3′UTRs of transcripts with high SG-enrichment scores but modest TIA1 binding efficiencies (dark blue dots in Fig. 4e) had no enrichment of U-rich motifs. This result indicates that U-rich motifs facilitate TIA1 binding leading to efficient SG recruitment, and some transcripts can be recruited to SGs through TIA1-independent pathways. Taken together, as summarized in Fig. 4f, our data reveal a TIA1-based SG recruitment mechanism in cells under stress, which leads to enhanced mRNA decay during recovery.

### 3′UTR shortening through APA enhances gene expression

We next reasoned that if short 3′UTR isoforms had a higher mRNA stability than long isoforms in cells after stress, the genes with shortened 3′UTRs in response to stress should have a higher transcript abundance after stress than other genes. To this end, we measured RNA abundances in NT, AS, and RC cells using a strand-specific RNA-seq method (Fig. 5a, see Methods for details). 

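The RNA-seq data came from 4 libraries of NIH3T3 total RNA, 2 of NT cells and 1 each of AS and RC4 cells. RNA-seq reads fragments along whole transcripts, and the authors counted reads on the coding sequence of each gene so that a changed 3′UTR does not alter the count. They mapped reads to mm9 with STAR and deposited raw counts per gene, with genes under 5 reads not listed. The libraries held 19024808 (NT replicate 1), 17137579 (NT replicate 2), 22777074 (AS) and 25194062 (RC4) reads. The 10 most abundant genes took 6.59%, 6.60%, 7.16% and 20.90% of these reads, and Hsph1, which encodes a heat shock protein, alone took 3.91% in RC4 cells. Counts were normalized by the median ratio of DESeq, which does not let a few abundant genes set the scale, with factors of 1.0586, 0.9549, 1.2311 and 0.8025 in the same order. The 10830 genes with more than 5 reads in all 4 libraries were used, and NT was the mean of both libraries. AS and RC4 have no replicates.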

We divided genes into three groups, namely, genes with significantly shortened 3′UTRs through APA by stress (group 1), genes expressing 3′UTR APA isoforms but without significant 3′UTR shortening (group 2), and genes showing only one 3′UTR isoform (no APA, group 3). 

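Groups followed the text of the paper. Of 3546 genes with an isoform pair tested in the 4sU fractions, Fisher's exact test and a change of more than 5 percentage points called 915 shortened and 96 lengthened in AS cells, and 1013 shortened and 97 lengthened in RC4 cells. In both conditions, 516 genes were shortened, which form group 1, and 16 were lengthened. The other 3030 genes are group 2, and 4687 genes with a single 3′UTR PAS are group 3. RNA-seq values were available for 485, 2816 and 3595 of them. RED values of AS and RC4 against the same NT libraries correlated at *r* = 0.4971 across genes. With each condition set against its own NT library, *r* was 0.2648.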

We defined group 1 genes as those showing 3′UTR shortening in both the 4sU fractions of AS and RC cells (blue dots in Fig. 5b).

**Fig. 5:**
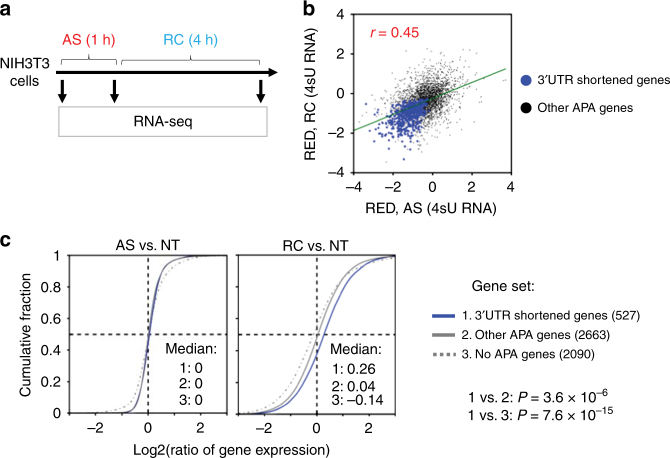
3′UTR shortening by APA leads to preservation of mRNA during stress recovery. **a** Schematic of experimental design. Total cellular RNA was subject to strand-specific RNA-seq to examine gene expression changes. Only reads mapped to CDS were used, which avoided the influence of 3′UTR size change on gene expression analysis. **b** Identification of genes with shortened 3′UTRs through APA. Genes with significant 3′UTR shortening in newly made RNAs of both AS and RC samples (shown in blue) were selected. Black dots are other genes with APA isoforms detected in NIH3T3 cells. **c** RNA abundance changes for three groups of genes after AS (1 h, left) or RC (4 h, right). Groups 1 and 2 genes correspond to blue and black dots in **b**. Group 3 genes were those without APA isoform expression in NIH3T3 cells. Gene numbers are shown in parentheses. Median log2(ratio) of gene expression level (RPM) between two conditions is shown in each graph. *P*-values (K–S test) indicating difference in gene expression change (RC vs. NT) between gene groups are shown

All three gene groups had a median log2(ratio of gene expression change) of 0 after 1 h of AS, indicating no global expression changes. 

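Median log2 expression changes after 1 h of AS were 0.0054 in group 1 (485 genes), −0.0162 in group 2 (2816 genes) and 0.0032 in group 3 (3595 genes). The SDs of the values against each NT library were 0.0265, 0.0095 and 0.0327. The medians of groups 1 and 3 lay within these SDs of 0. That of group 2 lay below 0 by more than its SD. It was −0.0168 without NT replicate 1 and −0.0033 without NT replicate 2. It was also nearer to 0 than the group 2 difference between NT libraries (0.0261). By median ratio, no group median could thus be told apart from 0. Between the NT libraries, the group medians of log2(NT 2/NT 1) were 0.0443, 0.0261 and −0.0411. With counts divided by the library total alone, the medians were −0.0373, −0.0587 and −0.0393. The paper concludes from medians of 0 that expression did not change globally.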

By contrast, after 4 h of recovery, group 1 genes showed a global upregulation of expression (median log2(ratio) = 0.26), significantly higher than groups 2 and 3 genes (median log2(ratio) = 0.04 and −0.14, respectively; *P* = 3.6 × 10^−6^ and 7.6 × 10^−15^, respectively, K–S test, Fig. 5c). 

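After 4 h of recovery, the median log2 change was 0.3140 in group 1, 0.1274 in group 2 and −0.1318 in group 3 (485, 2816 and 3595 genes, no replicates of RC4). SDs of the values against each NT library were 0.0350, 0.0329 and 0.0207. Group 1 exceeded group 2 by 0.1866 (K–S test *P* = 3.4e-04, permutation *P* = 0.00043) and group 3 by 0.4458 (*P* = 5.6e-17, permutation *P* = 1e-05, the smallest that 100000 resamples allow), across genes that are not independent replicates. Both differences are larger than the values move between NT libraries. The signs of groups 1 and 2 depended on the normalization. Scaled by the library total the medians were −0.4904, −0.6769 and −0.9361, and by TMM 0.2713, 0.0849 and −0.1742. The order of the groups was the same each time. With group 1 limited to changes above 10 percentage points in both conditions (276 genes), its median fell to 0.1703, and the difference from group 2 to 0.0203 (K–S test *P* = 0.41, n = 276 genes in group 1).

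**Figure D5:**
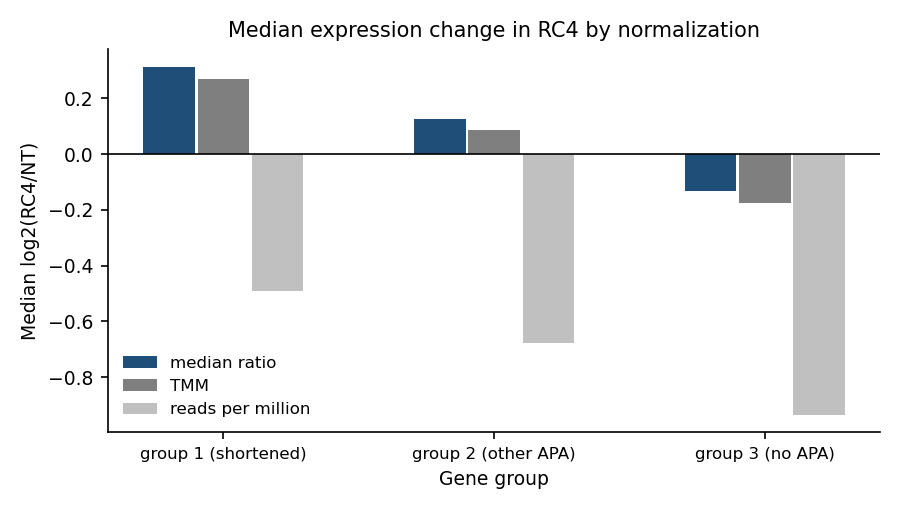
Median log2 expression change of RC4 vs. NT (y-axis) in groups 1, 2 and 3, with bars for normalization by median ratio, TMM and library total. Group 1 is highest and group 3 lowest with each, from 0.3140 to −0.1318 by median ratio and from −0.4904 to −0.9361 by library total.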

This result indicates that AS-induced 3′UTR shortening can indeed preserve transcripts during recovery from stress. Because group 3 genes, but not group 2 genes, showed general downregulation of gene expression, this result also indicates that having APA sites can help genes maintain expression after stress. 

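Group 2 exceeded group 3 by median ratio (0.1274 against −0.1318) and with scaling by the library total (−0.6769 against −0.9361), but only by median ratio or TMM was group 2 above 0. Group 3 stayed below 0 with every normalization. From the fall of group 3 alone, the paper reasons that APA sites help a gene to keep its expression after stress.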

Interestingly, Gene Ontology (GO) analysis indicated that genes with functions in cell differentiation, cellular component assembly, signal transduction, and cell proliferation were enriched for group 1 genes (Table 1), indicating that these genes are more likely to use APA to evade mRNA degradation in stressed cells. By contrast, no GO terms were found to be significantly associated with genes showing lengthened 3′UTRs.

**Table 1:** Top ten Gene Ontology (GO) terms enriched for genes with significant 3′UTR shortening through APA regulation by stress

*P*-value	GO term
6.5E-04	Cell differentiation
2.3E-03	Cellular component assembly
2.9E-03	Signal transduction
3.6E-03	Cell proliferation
6.1E-03	Circulatory system process
1.0E-02	Cell death
1.2E-02	Anatomical structure formation involved in morphogenesis
1.6E-02	Homeostatic process
1.7E-02	Anatomical structure development
2.0E-02	Immune system process

Genes were selected based on newly made RNAs in AS (1 h) and RC (4 h) cells, corresponding to the blue dots in Fig. 5b. Only Biological Process terms are shown

To further validate APA changes by stress and its impact on gene expression, we resorted to reporter assays using the pRiG vectors we previously constructed^26^. Due to APA, the pRiG-AD vector could express two isoforms: a long isoform encoding both red fluorescent protein (RFP) and enhanced green fluorescent protein (EGFP), and a short isoform encoding RFP only (Fig. 6a). Twelve hours after transfection, we subjected cells transfected with pRiG-AD to AS for 1 h and measured abundances of two APA isoforms by Northern blot 12 h later (Fig. 6b). Consistent with the global trend of cellular genes, we found that the ratio of short isoform abundance to that of the long isoform increased by 1.4-fold in AS-treated cells (Fig. 6c).

**Fig. 6:**
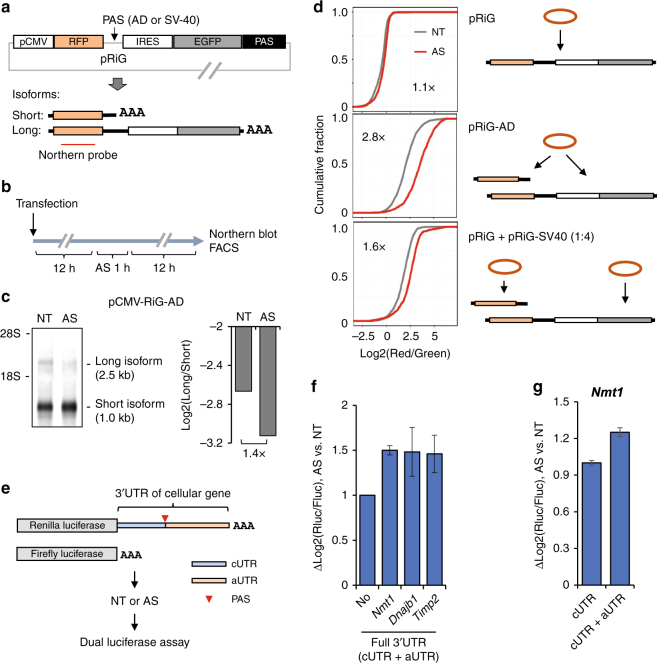
Reporter assays indicate that APA confers enhanced gene expression after stress. **a** Schematic of pRiG-based vectors for examining of PAS usage. pRiG-AD can generate two APA isoforms because of the presence of a weak PAS between RFP and IRES-EGFP regions, as indicated. pRiG does not contain a PAS and thus expresses the long isoform only. pRiG-SV-40 has a strong PAS, leading to expression of the short APA isoform only. RFP, red fluorescent protein; IRES, internal ribosome entry site; EGFP, enhance green fluorescent protein. Probe for Northern blot analysis is indicated. **b** Schematic showing experimental design. **c** Left, Northern blot analysis of two APA isoforms expressed from the pRiG-AD vector in NT or AS samples. Right, Log2(ratio) of expression level of long isoform to that of short isoform shown in the Northern blot. **d** Left, distribution of ratios of red fluorescence to green fluorescence in cells transfected with indicated plasmids in NT or AS cells. Higher log2(Red/Green) values indicate more expression of the short isoform encoding RFP. The difference in median log2(Red/Green) between NT and AS cells is indicated in each graph. pRiG + pRiG-SV40 is a mixture of the two plasmids with the indicated ratio in parenthesis. Right, schematic of expression of APA isoforms from indicated plasmids. **e** Schematic of psiCHECK2 reporters. Full 3′UTR sequences of mouse *Nmt1*, *Dnajb1*, or *Timp2* were inserted downstream of the Renilla luciferase CDS. Firefly luciferase activity from the same reporter was used for normalization. **f** Dual luciferase assay for analysis of the effects of inserted full 3′UTR sequences on expression of Renilla luciferase in AS vs. NT cells. Error bars are standard deviation based on three replicates. **g** Dual luciferase assay for analysis of the effect of inserted cUTR or full 3′UTR sequence of *Nmt1* on AS-induced regulation of expression of Renilla luciferase. Error bars are standard deviation based on two replicates

In agreement with the Northern blot data, analysis of cells with fluorescence-activated cell sorting (FACS, Supplementary Fig. 5) showed a 2.8-fold increase of the red to green fluorescence ratio (log2(red/green)) in cells transfected with pRiG-AD and treated with AS, as compared to transfected cells without treatment (Fig. 6d, middle). By contrast, a much milder increase (1.1-fold, Fig. 6d, top) was observed in cells transfected with the pRiG vector, which expressed the long isoform only due to absence of a PAS between the RFP and EGFP sequences^47^.

We also transfected cells with a mixture of pRiG and pRiG-SV40 vectors, the latter of which predominantly expresses the short APA isoform owing to the presence of a strong SV40 early PAS between the RFP and EGFP sequences^47^. As such, while both short and long isoforms were produced in cells transfected with pRiG + pRiG-SV40, the isoforms were expressed from two separate plasmids. We adjusted the ratio of the two plasmids to ensure similar amounts of short and long isoforms expressed in the transfected cells to cells transfected with pRiG-AD. The pRiG + pRiG-SV40 mixture yielded an increase of 1.6-fold in log2(red/green) in stressed vs. control cells (Fig. 6d, bottom), substantially lower than that of pRiG-AD. This result indicates that enhanced usage of proximal PAS contributes to the increased log2(red/green) value in pRiG-AD-transfected cells after stress. On the other hand, the difference between cells transfected with pRiG and those with pRiG + pRiG-SV40 indicates that short 3′UTR isoforms can have higher protein expression potentials than long 3′UTR isoforms in cells after stress.

To further validate the effect of 3′UTR APA on protein expression, we cloned full 3′UTR sequences of *Nmt1*, *Timp2*, and *Dnajb1* into the psiCHECK2 vector (Fig. 6e). All three genes displayed AS-induced 3′UTR shortening and the full 3′UTRs cloned all contained APA sites. 

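In total RNA, AS vs. NT gave a mean RED of −0.46 ± 0.81 for Nmt1, −0.22 ± 0.22 for Timp2 and 0.11 ± 0.26 for Dnajb1 (SD, n = 3 replicate pairs), with no mean further from 0 than its SD. For Timp2 the pairs gave −0.34, 0.04 and −0.35. After 4 h of recovery, RED was −3.37 for Nmt1, −0.69 for Timp2 and −2.06 for Dnajb1 (Fisher's exact test on reads, *P* = 4.2e-12, 4.3e-05 and 6.6e-13, no replicates). In newly made RNAs, AS vs. NT gave −0.37, −0.70 and −0.80 (*P* = 0.18, 4.5e-08 and 7.7e-05, Fisher's exact test). These tests cover the counting of reads and not variation between libraries. Timp2 (ENSMUSG00000017466.3, chromosome 11) has an aUTR of 2528 nt and Dnajb1 (ENSMUSG00000005483.8, chromosome 8) one of 934 nt between its sites at 86134868 and 86135802.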

Using dual luciferase assays, we found that after stress constructs containing these 3′UTRs produced ~40–50% higher luciferase activities than the control construct lacking these 3′UTRs (Fig. 6f). In the case of *Nmt1*, we also found that its full 3′UTR, which had the ability of APA, led to 1.2-fold higher luciferase activities than the short 3′UTR (cUTR) in stressed cells (Fig. 6g), indicating the impact of APA on protein expression in response to stress.

Together, reporter assays confirmed that stress enhances proximal PAS usage in the cell, leading to increased expression of short 3′UTR isoforms that have higher protein expression potentials than long 3′UTR isoforms.

### Distinct stress-induced APA profiles in different cell contexts

The GO analysis result indicated that genes with functions in cell proliferation and differentiation tended to have their 3′UTRs shortened by stress (Table 1). We next asked how stress impacts 3′UTR lengths in cells in different proliferation and differentiation states, which have different APA programs^26^. To this end, we analyzed APA by 3’READS in proliferating C2C12 myoblast (MB) cells and differentiated myotube (MT) cells under normal, stressed (250 μM NaAsO_2_ for 1 h), and recovery (4 h after AS) conditions (Fig. 7a).

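The C2C12 stress data came from 8 3′READS libraries of cytoplasmic RNA. C2C12 is a mouse myoblast line that fuses into myotubes when serum is withdrawn. MB and MT cells each gave 2 NT libraries and 1 library each of AS (250 µM arsenite for 1 h) and RC4. The authors deposited raw PAS read counts, made as for NIH3T3 cells. In MB cells the libraries held 1649925 and 1725942 (NT), 2560185 (AS) and 2171653 (RC4) PAS reads. In MT cells they held 2332277 and 2814299 (NT), 2923091 (AS) and 2810736 (RC4). Isoform pairs were chosen over all C2C12 libraries, which gave 6566 genes, and the reads of the NT libraries were summed. NT libraries differed little, with a median RED of NT replicate 2 vs. replicate 1 of 0.0143 ± 0.0224 in MB and 0.0155 ± 0.0125 in MT cells (SD of 20 samplings).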

**Fig. 7:**
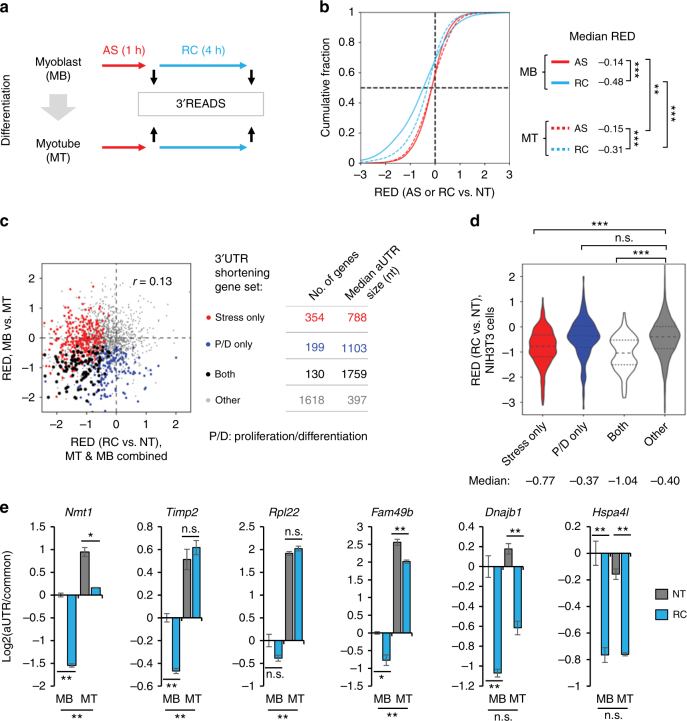
Stress-elicited 3′UTR shortening in proliferating and differentiated C2C12 cells. **a** Schematic of experimental design. **b** Distribution of 3′UTR APA changes (RED) in proliferating C2C12 myoblast (MB) or differentiated C2C12 myotube (MT) cells after 1 h of arsenic stress (AS) or 4 h of recovery after stress (RC) as compared to non-treated (NT) cells. Median RED for each comparison is shown, reflecting overall 3′UTR size change. The *P*-value (K–S test) indicating significance of RED difference is shown for each comparison. Three asterisks indicate *P* < 0.001 and two *P* < 0.01. **c** Comparison of stress-elicited 3′UTR APA changes in MT or MB cells (*x*-axis) and C2C12 proliferation/differentiation (P/D, *y*-axis). Pearson correlation coefficient is indicated. For *x*-axis, RED values of MT and MB cells were averaged. For P/D, two biological replicated were used. Genes were divided into four groups based on 3′UTR size changes in stress and P/D conditions, i.e. Both, Stress only, P/D only, and Other. Genes with significant 3′UTR shortening by stress were based on either MT or MB cells (a union set). Number of genes in each group and median aUTR size are shown. **d** Violin plots showing RED values in stressed NIH3T3 cells (4 h RC vs. NT, Fig. 1) for the four gene groups in **c**. The median of each is indicated. Significance of difference (Wilcoxon test) is indicated for comparing groups (***, *P* < 0.001; n.s., *P* > 0.05). **e** RT-qPCR analysis of 3′UTR size changes by stress in MT or MB cells. Error bars are standard deviation based on two replicates. The significance of difference between MT and MB cells in the NT condition is also indicated. One asterisk indicates *P* < 0.1, two asterisks *P* < 0.05, and n.s. *P* > 0.1 (Student’s *t*-test)

As in NIH3T3 cells, AS elicited significant 3′UTR shortening in both MB and MT cells to a similar extent after 1 h of stress, with median RED = −0.14 and −0.15 for MB and MT cells, respectively (Fig. 7b). 

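The median RED of AS vs. NT was −0.1676 in MB cells (2753 genes) and −0.1594 in MT cells (3226 genes), with SDs of 0.0178 and 0.0174 over 20 samplings (no replicates of AS). Both are far above the median RED between NT libraries of the same cells (0.0278 and 0.0259 over all reads), and they differ from each other by less than 1 SD. Fisher's exact test called 360 genes shortened and 154 lengthened in MB cells, and 450 and 190 in MT cells. Against the NT library of the same time alone, the medians were −0.1375 and −0.1333. The widest shifts came from counting reads in the compared samples together in MB cells (−0.1982) and from the most proximal and distal PASs in MT cells (−0.1904).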

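After 4 h of recovery, the median RED was −0.4625 ± 0.0253 in MB cells (2233 genes) and −0.3208 ± 0.0231 in MT cells (3043 genes), with SDs of 20 samplings (no replicates of RC4). Fisher's exact test called 634 genes shortened and 84 lengthened in MB cells, and 662 and 73 in MT cells. The MB median minus the MT median was −0.1417 (K–S test *P* = 6.3e-08, and permutation *P* = 1e-05, which 100000 resamples cannot go below), across genes that are not independent replicates. NT libraries of the same cells differed by no more than 0.0278 over all reads. The difference was smallest, at −0.1045, with the most proximal and most distal PAS of each gene. The paper concludes that MB cells shortened their 3′UTRs to a greater extent.

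**Figure D6:**
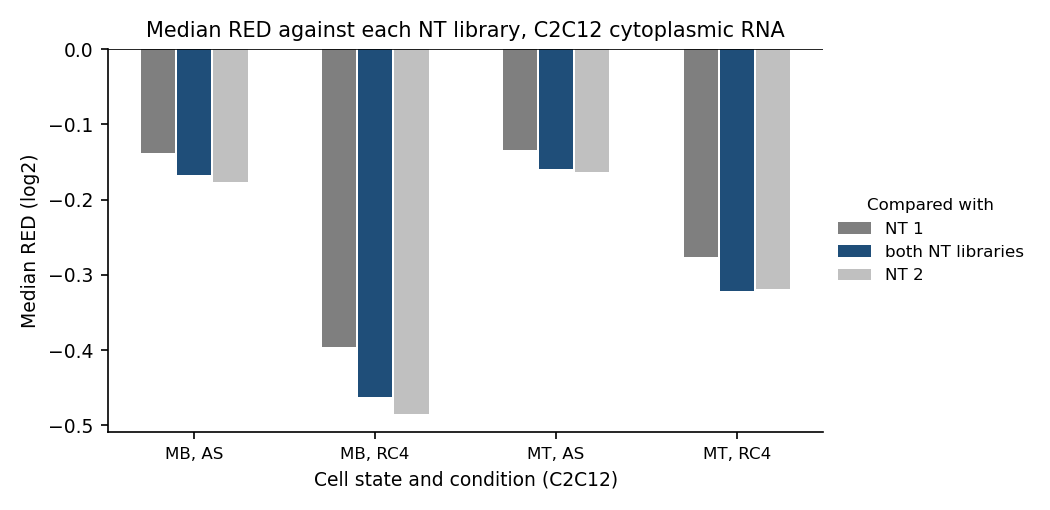
Median RED (log2, y-axis) of AS and RC4 in C2C12 MB and MT cells, with bars for the comparison with NT replicate 1, both NT libraries and NT replicate 2. All medians are negative, and RC4 in MB cells is lowest at −0.4625 against both libraries.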

Also similar to NIH3T3 cells, both MB and MT cells showed more significant 3′UTR shortening after 4 h of recovery, with MB cells showing a greater extent of 3′UTR shortening (median RED = −0.48) than MT cells (median RED = −0.31) (Fig. 7b). 

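The differentiation data came from 4 3′READS libraries of total RNA, 2 replicates each of untreated MB and MT cells. The authors deposited raw PAS read counts, which summed to 3243633 and 4057012 in MB cells and 3856482 and 4429624 in MT cells. Libraries were compared within each replicate number.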

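The median RED of MB vs. MT was −0.1433 ± 0.0180 (SD, n = 2 replicate pairs, 1580 genes per sampling), with −0.1306 and −0.1560 in the pairs. In both pairs, 277 of 3191 genes were shortened in MB cells and 108 were lengthened, a ratio of 2.6. The change with RC4 was larger in MB (−0.4625) and MT cells (−0.3208) by far more than the SD between replicate pairs. That with AS (−0.1676 and −0.1594) was about the same size, and the gap to differentiation was comparable to the SD. A minimum of more than 20 reads per isoform shrank the median of MB vs. MT to −0.0996 (478 genes). Summing replicates before testing gave 771 shortened and 321 lengthened genes. The paper reasons from the larger changes that stress has a substantial impact on 3′UTRs.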

Note that these 3′UTR size changes are greater in scale than the 3′UTR size changes taking place in cell differentiation (median RED = −0.19, MB vs. MT, Supplementary Figs. 6a and 6b), highlighting the substantial impact of stress on 3′UTR landscape in the cell. 

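Across 2048 genes, RED of RC4 vs. NT in MB cells correlated with that in MT cells at Pearson's *r* = 0.4425. Genes are not independent replicates, and each RED rests on 1 RC4 library. With the NT library of the same time only, *r* was 0.3600 (1820 genes), the lowest of the alternatives.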

A modest correlation in 3′UTR changes could be discerned between MT and MB cells during recovery from stress (*r* = 0.37, Pearson correlation, Supplementary Fig. 6c).

We next asked whether stress-regulated 3′UTR APA events were related to those modulated in cell proliferation/differentiation (P/D). To this end, we compared 3′UTR APA changes between MT and MB cells (representing P/D) with those between RC and NT samples of MT and MB cells. A mild correlation could be discerned between APA changes in MT vs. MB and those by stress (*r* = 0.13, Pearson correlation, Fig. 7c). 

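The mean RED of MB and MT cells (RC4 vs. NT) correlated with the RED of MB vs. MT at Pearson's *r* = 0.1605 over 1932 genes (95% confidence interval 0.04 to either side). These are genes within single comparisons and not independent replicates. The value ranged from 0.1060 without replicate 2 of the differentiation data to 0.2044 with more than 20 reads in each sample.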

We then divided genes into four groups based on 3′UTR shortening in the two conditions: both P/D and stress (Both), P/D only, Stress only, and neither P/D nor stress (Other) (Fig. 7c). 

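Of 1932 genes tested in both settings, 126 were shortened by stress (in MB or MT cells) and in MB vs. MT, 647 by stress only, 70 in P/D only and 1089 in neither. Genes shortened by stress were more often shortened in P/D (odds ratio 3.03, Fisher's exact test, *P* = 5.8e-13).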

Interestingly, genes in the Both group tended to have longer aUTRs (median = 1759 nt, Fig. 7c) as compared to genes in the Stress only group (median = 788) or in the P/D only group (median = 1103). 

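The median aUTR size was 1767.5 nt in the Both group (126 genes, quartiles 1226 and 2358.8 nt), 849 nt in Stress only (647 genes, 271.5 and 1771.5 nt) and 1126.5 nt in P/D only (70 genes, 341.2 and 2174.8 nt). The Both group exceeded Stress only by 918.5 nt (Wilcoxon *P* = 1.3e-14) and P/D only by 641 nt (*P* = 1.8e-04, permutation *P* = 0.00069), across genes that are not independent replicates. With 1 differentiation replicate in place of both, the median of P/D only dropped to 649 nt (145 genes, without replicate 1) or 736 nt (157 genes, without replicate 2).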

By contrast, the median aUTR size was the shortest (397 nt) for genes in the Other group. 

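In the remaining genes, the Other group, the median aUTR was 320 nt (1089 genes, quartiles 104 and 861 nt), below the Both group by 1447.5 nt, below Stress only by 529 nt and below P/D only by 806.5 nt (Wilcoxon *P* = 4.0e-40, 6.9e-35 and 1.6e-08 across genes, permutation *P* = 1e-05 in each, the smallest that 100000 resamples can give). Stress only and P/D only were not told apart (Wilcoxon *P* = 0.25, permutation *P* = 0.12). Choosing the most proximal and most distal PASs raised the median of Other to 374 nt. From the sizes, the paper proposes that a long aUTR makes a gene open to regulation in both settings.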

This result indicates that long aUTR may confer regulability under both P/D and stress conditions.

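In NIH3T3 total RNA after 4 h of recovery, the median RED was −0.5401 in the Both group (112 genes), −0.4150 in Stress only (518 genes) and −0.1343 in Other (800 genes), each from 1 RC4 library and its NT library. Against Other, the Wilcoxon test gave *P* = 5.1e-08 for Both and 2.5e-13 for Stress only, and the permutation *P* was 1e-05 for both, where 100000 resamples end. Genes are not independent replicates. The most proximal and most distal PASs gave the lowest medians, −0.6254 and −0.4610. The paper concludes that genes shortened by stress in C2C12 cells also shorten in NIH3T3 cells.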

We found that genes in the Both and Stress only groups showed significant 3′UTR shortening in stressed NIH3T3 cells as well, as compared to genes in the Other group (*P* = 7.8 × 10^−15^ and = 5.3 × 10^−15^, respectively, Fig. 7d). 

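Genes in the P/D only group had a median RED of −0.1051 in NIH3T3 cells (58 genes), against −0.1343 in Other (Wilcoxon *P* = 0.53, permutation *P* = 0.75). With so few genes, the 95% bootstrap confidence interval reaches 0.2 to either side, and a difference smaller than that was not detectable. The place of P/D only relative to Other changed with the processing. Among alternatives set beforehand it went down to −0.2084, without replicate 2 of the differentiation data. Without extension of 3′UTRs, tried after seeing the data, it was lower still. The paper takes the absence of a difference as a sign that stress and P/D regulate 3′UTR length distinctly.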

By contrast, no difference could be discerned between genes in the P/D only group and those in the Other group (Fig. 7d), highlighting the distinction between stress and P/D in 3′UTR length regulation.

Using RT-qPCR, we validated several genes in different groups (Fig. 7e). *Nmt1* showed 3′UTR regulation in both P/D and stress. *Timp2* also showed 3′UTR regulation in P/D, but its regulation by stress was restricted to MB cells only. *Rpl22* and *Fam49b* showed substantial 3′UTR shortening in P/D but modest shortening by stress, whereas 3′UTR shortening of *Dnajb1* and *Hspa4l* only occurred in stressed cells. Together, these results indicate that stress-induced 3′UTR shortening takes place in both proliferating and differentiated cells, with proliferating cells showing a greater extent of changes. While 3′UTR length controls by P/D and stress are largely distinct, some genes have their 3′UTRs regulated in both conditions.

## Discussion

In this study, we report that cellular stress can globally change the 3′UTR landscape through two distinct mechanisms. First, stress has an immediate impact on PAS usage, generally activating proximal PAS usage. This mechanism leads to shortening of 3′UTRs for many genes, especially those with functions in cell differentiation and proliferation. Second, long 3′UTR isoforms are preferentially degraded during recovery from stress by enhanced 3′UTR-based mRNA decay, further shortening 3′UTRs in the cell. We show that TIA1 plays an important role in the second phase of 3′UTR shortening through binding to U-rich motifs in alternative 3′UTR sequences, leading to SG recruitment during stress and mRNA decay in recovery. Importantly, genes that are capable of 3′UTR shortening through APA upon stress can effectively evade mRNA decay after stress, leading to preservation of transcripts. We thus conclude 3′UTR shortening by APA is an adaptive stress response to preserve mRNAs, especially transcripts of proliferation and differentiation genes.

While we show multiple lines of evidence supporting regulation of PAS choice by stress, the underlying mechanism is not clear. Previous studies have shown that oxidative stress can alter chromatin structure and epigenetic features^48^. While these mechanisms have been implicated in PAS usage regulation^49,50^, our reporter assays based on episomal plasmids indicate that the enhanced proximal PAS usage in stressed cells is more likely to be caused by *trans* factors. We found that AS-induced APA changes correlate with aUTR sizes, indicating that the underlying mechanism involves competition between APA sites. This was previously observed in cells with knockdown of C/P factors^41^. 

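Expression of C/P factors after 1 h of AS was read from the RNA-seq libraries for a list of 23 genes set before the data were seen. Their median log2 change was 0.0012, and 12 of 23 were above 0. The lowest was Cpsf2 (−0.4109) and the highest Pcf11 (1.2773). All 10830 genes had a median of −0.0106, and a permutation test against random sets of 23 genes gave *P* = 0.87. The SD of single factors was 0.39, close to the 0.46 of all genes, with 1 AS library and no replicates. Against NT replicate 1 only, the median was 0.0496.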

However, after 1 h of AS, we did not observe a global expression increase of C/P factor mRNAs. Given the short window of AS-induced 3′UTR shortening (1 h), it is more plausible that translational control and/or post-translational modifications of some key C/P factors lead to enhanced cleavage/polyadenylation at proximal PASs. It is worth noting that our data are not incongruous with previous findings indicating inhibition of 3′ end processing by stress^51^, because we analyzed relative usage of APA sites. Greater inhibition on distal PASs relative to proximal PASs, for example, could lead to more usage of proximal PASs, which has been shown for APA regulation by CFI-25/68 (refs. ^41,52^).

Our result showing that long 3′UTR isoforms are more likely to be associated with SGs than short isoforms is line with a recent finding indicating that transcript length is a key determinant for RNA enrichment in the SG core^46^. However, our study further revealed several novel aspects of mRNA association with SGs, especially concerning TIA1: First, TIA1 binding with mRNAs correlates well with 3′UTR size and frequency of U-rich motifs. Consequently, due to the prominent presence of U-rich motifs in aUTRs, long and short 3′UTR isoforms differ substantially in TIA1 binding, leading to distinct mRNA metabolisms in normal and stressed cells. By contrast, CDS length was found to be more important than 3′UTR length for G3BP1 binding^46^. Therefore, distinct pathways can lead to SG recruitment. In line with this notion, we found that a set of SG-enriched transcripts appear to be TIA1-independent, and some transcripts with strong TIA1 binding are not highly enriched in SGs (Fig. 4e). Second, our data indicate that the transcript repertoires TIA1 interacts with in normal and stressed cells are not globally different. In other words, the potential of a transcript to localize into SGs under stress is generally pre-determined before stress. Third, SG association can lead to mRNA decay during stress recovery in a 3′UTR-dependent manner. Degradation of SG-associated RNAs can be mediated through autophagy, where the whole SG is destroyed^53^ and/or P-bodies, where RNAs are degraded through regular decay mechanisms^16^. However, long 3′UTR transcripts with U-rich motifs appear to be preferentially degraded after stress. Therefore, despite universal recruitment to SGs, transcripts can have quite different fates after stress. Further studies are needed to address mechanistic details of SG recruitment and mRNA decay pathways in the context of knockdown or overexpression of TIA1 or other SG-related RBPs^54^. In addition, given the difference in translational efficiency between short and long 3′UTR isoforms^43^, it is also important to examine how 3′UTR shortening after stress may impact protein expression.

We show that the impact of stress on 3′UTR length varies between proliferating and differentiated cells. This might be due to different APA regulation and/or mRNA decay mechanisms in cells in different states. Because 3′UTR length regulation is part of gene expression program in cell proliferation, differentiation and development^25,26^, stress-induced 3′UTR shortening may hamper cell differentiation and development, which normally involve lengthening of 3′UTRs. In line with this, previous studies have shown that arsenic exposure delays cell differentiation^55,56^ and affects development^57^. Similarly, shortening of 3′UTR has previously been associated with cancer development through activation of proto-oncogene expression^58^. Therefore, one open question is how stress-elicited 3′UTR shortening may play a role in stress-induced oncogenesis^1^.

## Methods

### Cell culture

NIH3T3 cells from ATCC were cultured in high glucose Dulbecco’s modified Eagle's medium (DMEM) supplemented with 10% calf serum. C2C12 cells from ATCC were cultured in DMEM supplemented with 10% fetal bovine serum. C2C12 cell differentiation was induced by changing culture media to DMEM supplemented with 2% horse serum when cells were at >95% confluency. All media contained 100 IU/ml penicillin and 100 μg/ml streptomycin. All cells were incubated at 37 °C with 5% CO_2_. To induce stress, cells were incubated in culture medium containing 250 µM or 25 µM of sodium arsenite (NaASO_2_), or 1 mM of H_2_O_2_. For stress recovery, stressed cells were washed twice with phoshate-buffered saline (PBS) to remove NaASO_2_ or H_2_O_2,_ followed by culturing in regular media for a period of time before harvest. Cell viability assay and cell counting were performed using Vi-CELL Cell Viability Analyzer (Beckman Coulter).

### Plasmids

pRiG, pRiG-SV40 and pRiG-AD were described in ref. ^26^. psiCHECK2-3′UTR constructs were made by inserting PCR-amplified mouse 3′UTR sequences into the psiCHECK2 plasmid (Promega) linearized with *Xho*I and *Not*I. The PCR primer sequences are listed in Supplementary Table 3.

### Dual luciferase assay

Twelve hours after transfection with reporter plasmids using Lipofectamine 3000 (Thermo Fisher), NIH3T3 cells were treated with 250 µM sodium arsenite for 1 h. Cells were then washed twice with PBS and cultured in regular medium for another 12 h. Cells lysate was prepared, and dual luciferase assay was performed using Dual-Luciferase Reporter Assay System (Promega) following the manufacturer’s protocol. Biological triplicates were performed.

### Immunofluorescence staining and microscopy

Cells grown on glass coverslips were fixed using 4% paraformaldehyde in PBS for 10 min at room temperature and permeabilized with PBS containing 0.1% Triton X-100 at room temperature for 10 min. After blocking with 1% bovine serum albumin in PBST (PBS + 0.1% Tween 20) for 30 min, SGs were immunostained with rabbit anti-PABPC1 (Abcam, ab21060, 1:500 in PBST) or goat anti-TIA1 (Santa Cruz Biotechnology, sc-1751, 1:500 in PBST) for 60 min. FITC-conjugated goat anti-rabbit antibody (Jackson ImmunoResearch, 111-095-144, 1:500 in PBST) or Texas red-conjugated donkey anti-goat (Jackson ImmunoResearch, 705-075-147, 1:500 in PBST) was applied at RT for 60 min. Cells were mounted on glass slides in SlowFade Gold Antifade reagent (Thermo Fisher) with DAPI. Fluorescence images were collected using the EVOS FL Auto Cell Imaging System (Thermo Fisher).

### Ribonucleoprotein immunoprecipitation

The protocol for isolation of TIA1-associated RNA was adapted from the RIP protocol described in Keene et al.^59^ Briefly, NIH3T3 cells with or without 1 h of AS were trypsinized, washed twice with pre-chilled PBS, re-suspended and incubated in lysis buffer (20 mM HEPES-KOH pH 7.5, 15 mM MgCl_2_, 80 mM KCl, 1% Triton X-100, 2 mM DTT, 100 μg/ml cycloheximide, 1× SIGMAFAST protease inhibitor cocktail, and 200 U/ml SuperaseIn) on ice for 10 min. During the incubation, cells were gently sheared three times through a pre-chilled 26-gauge needle. The cell lysate was centrifuged at 700 × *g* at 4 °C for 5 min to pellet nuclei. The supernatant was transferred to a new tube and centrifuged at 14,000 × *g* at 4 °C for 5 min. About 10% of the supernatant was saved for cytoplasmic RNA extraction, while the rest of the supernatant was diluted five times with NT2 buffer (50 mM Tris, pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.05% NP-40) supplemented with 100 U/ml SuperaseIn. The diluted lysate was incubated with goat anti-TIA1 IgG (Santa Cruz, sc-1751) conjugated to Dynabeads Protein G at 4 °C for 4 h. After washing the beads five times with NT2 buffer supplemented with 1 M urea, RNA was extracted from the beads and the input cytoplasmic fraction using Trizol, followed by 3′READS analysis. Alternatively, proteins were eluted from the beads following the manufacturer’s protocol and analyzed by western blot analysis using rabbit anti-TIA1 (Proteintech, 12133-2-AP). Uncropped blots can be found in Supplementary Fig. 7d.

### 3′READS library construction and sequencing

The 3′READS procedure (3′READS+ version) was described in ref. ^40^. Briefly, Poly(A)+ RNA in 0.1 or 1 µg of input RNA was captured using oligo(dT)_25_ magnetic beads (NEB) and fragmented on the beads using RNase III (NEB). After washing away unbound RNA fragments, poly(A)+ RNA fragments were eluted from the beads and precipitated with ethanol, followed by ligation to heat-denatured 5′ adapter (5′-CCUUGGCACCCGAGAAUUCCANNNN) with T4 RNA ligase 1 (NEB). The ligation products were captured by biotin-T_15_-(+TT)_5_ (Exiqon) bound to Dynabeads MyOne Streptavidin C1 (Thermo Fisher). After washing, RNA fragments on the beads were incubated with RNase H to remove bulk of the poly(A) tail and then eluted from the beads. After precipitation with ethanol, RNA fragments were ligated to a 5′ adenylated 3′ adapter (5′-rApp/NNNGATCGTCGGACTGTAGAACTCTGAAC/3ddC (Bioo Scientific) with T4 RNA ligase 2 (truncated KQ version, NEB). The ligation products were then precipitated and reverse transcribed using M-MLV reverse transcriptase (Promega), followed by PCR amplification using Phusion high-fidelity DNA polymerase (NEB) and bar-coded PCR primers for 15–18 cycles. PCR products were size-selected twice with AMPure XP beads (Beckman Coulter). The size and quantity of the libraries were examined on an Agilent Bioanalyzer. Libraries were sequenced on an Illumina NextSeq 500 (1 × 75 bases).

### Fractionation of newly made and pre-existing RNAs

Cells were cultured in medium supplemented with 50 µM of 4-thiouridine (4sU; Sigma) for 1 h before harvest. Total RNA was extracted using TRIzol. Newly made (4sU-labeled) and pre-existing RNA populations were fractionated following the protocol described in ref. ^42^. Briefly, 100 µg of total RNA was biotinylated using biotin-HPDP (1 µg/µl in DMF; Thermo Fisher Scientific), and then extracted with chloroform three times and precipitated with ethanol. The biotinylated RNA was captured by Streptavidin C1 Dynabeads. The beads were washed six times, and the unbound, flow-through (Ft) RNA was collected. Bound, biotinylated RNA was eluted by DTT. All RNA was precipitated with ethanol and then used for RT-qPCR or 3′READS experiments.

### Strand-specific RNA-seq

Poly(A)+ RNA in 5 µg of total RNA was purified twice using oligo(dT)_25_ magnetic beads (NEB) following the manufacturer’s protocol. RNA was then fragmented by partial alkaline hydrolysis (94 °C for 2 min), 3′ dephosphorylated with shrimp alkaline phosphatase (NEB), and 5′ phosphorylated with T4 PNK (NEB). The RNA fragments were sequentially ligated to a 5′ adenylated 3′ blocked 3′ adapter (5′-Aden/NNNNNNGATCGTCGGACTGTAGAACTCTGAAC/3ddC, where N is a random nucleotide) with truncated RNA ligase 2 (KQ, 200 U/µl) and to a 5′ adaptor (5′-CCUUGGCACCCGAGAAUUCCA) with T4 RNA ligase I. After reverse transcription of ligation products, cDNA amplification by PCR, and library purification by AMPure beads (Beckman Coulter), libraries were sequenced on an Illumina NextSeq 500 (1 × 75 bases).

### Fluorescence-activated cell sorting

Twelve hours after transfection with reporter plasmids using Lipofectamine 3000, NIH3T3 cells were treated with 250 µM sodium arsenite for 1 h. Cells were then washed twice with PBS and cultured in regular medium for another 12 h. Cells were released from culture dishes by Trypsin-EDTA. Green and red fluorescent signals were read at 530 and 585 nm, respectively, in a BD FACScalibur system (BD Biosciences). Un-transfected cells were used to determine background fluorescence.

### Northern blot analysis

Northern blot analysis was performed using the NorthernMax^TM^ kit reagents (Thermo Fisher). Briefly, 12 h after plasmid transfection using Lipofectamine 3000, NIH3T3 cells were treated with or without 250 µM sodium arsenite for 1 h. After washing with PBS twice, cells were cultured in regular medium for another 12 h. Total RNA was extracted using TRIzol reagent (Thermo Fisher). A total of 5 µg of RNA was loaded onto a 1% formaldehyde-agarose gel for electrophoresis. RNA was then transferred onto a nylon membrane (Thermo Fisher). For hybridization, DIG-labeled DNA probes were generated by PCR using RFP-specific primers and the PCR DIG Probe Synthesis Kit (Sigma). The DIG-labeled probes were used for overnight hybridization with the NorthernMax^TM^ Kit. Immunological detection of the DIG-labeled probes was performed using the DIG Northern Starter Kit (Sigma). Signals on the blot were detected by a ChemiDoc Touch Imaging System (Bio-Rad). Images were quantified using the Fiji program^60^. Uncropped blots can be found in Supplementary Fig. 7b.

### Real-time PCR analysis

cDNA was synthesized using the M-MLV reverse transcriptase (Promega), oligo(dT) primer, and 2 µg of RNA that was pre-treated with Turbo DNase (Thermo Fisher). cDNA was then mixed with primers and Hot Start *Taq*-based Luna qPCR master mix (NEB). PCR was run on an StepOne Plus Real Time PCR system (Thermo Fisher). For analysis of APA isoforms, primers were designed to amplify a region common to both pPAS and dPAS isoforms (common), and a region between the two PASs (aUTR). Relative expression of dPAS isoform to pPAS isoform was calculated by log2(aUTR/common). Two-tailed *t*-test (without assuming equal variance) was performed to calculate *P*-values. qPCR primers are listed in Supplementary Table 1.

### Immunoblotting

Protein concentration was measured using the DC Protein Assay (Bio-Rad). A total of 20 µg of protein per sample was resolved by sodium dodecyl sulfate polyacrylamide gel electrophoresis, followed by transfer to PVDF membrane for immunoblotting. Signals on the blot after adding the ECL reagent (Bio-Rad) were detected by the ChemiDoc Touch Imaging System (Bio-Rad). Quantification was carried out in using the Fiji program^60^. Pre-stained protein molecular weight marker (Thermo Scientific, #26612) was used for protein size calculation. Uncropped blots can be found in Supplementary Figs. 7a, 7c and 7d.

### Analysis of 3′READS data

3′READS data were analyzed using methods described previously^40^. Briefly, the 5′ adapter sequence was first removed using Cutadapt^61^. Reads with short inserts (<23 nt) were discarded. The retained reads were mapped to the mouse genome (mm9) using bowtie2 (local mode)^62^. The three or six random nucleotides at the 5′ end (from the 3′ adapter) were removed before mapping using the setting “−5 3” or “−5 6” in bowtie2. Reads with a mapping quality score (MAPQ) ≥10 were kept for further analysis. Reads with ≥2 non-genomic 5′Ts after alignment were called PAS reads. PASs within 24 nt from each other were clustered. PAS read counts mapped to genes were normalized by the median ratio method in DESeq^63^. Only APA isoforms with read count greater than five in the pair of compared samples were used. The two most abundant APA isoforms (based on PAS reads) in the 3′UTR of the 3′-most exon were selected for 3′UTR APA analysis. Significant APA events were those with a relative abundance change >5% and *P*-value <0.05 (Fisher’s exact test). RED was calculated as the difference in log2(ratio) of abundances of two PAS isoforms (dPAS vs. pPAS) between two samples. To statistically assess the significance of overall APA differences between samples with different sequencing depths, we used the GAAP method we previously developed^41^. Briefly, one million PAS reads from each sample were randomly sampled through bootstrapping, and a median RED was calculated each time using all sampled genes. Sampling was carried out 20 times, and the mean of median RED and standard deviation were calculated.

### Analysis of RNA stability

For each transcript with a defined PAS, its expression value (RPM) in the flow-through (Ft) sample was divided by the RPM value in the 4sU sample. The resulting value, log2(Ft/4sU), was adjusted to control for the number of uracils (Us) in each transcript because of its effect on labeling and capture efficiencies of 4sU-labeled RNA. A linear regression model for log2(number of Us) vs. log2(Ft/4sU) was constructed by a python function. The adjusted log2(Ft/4sU) was calculated using the model.

### Analysis of TIA1 binding

TIA1 binding efficiency for each PAS-defined transcript was calculated by log2 (RPM in the TIA1 RIP sample/RPM in the input sample). The averaged binding efficiency of each transcript based on two replicates was used for analysis. Linear regression models using transcript features, including 5′UTR size, CDS size, 3′UTR size, number of exons and exon density, againt log2(TIA1/input) were constructed with the python program ‘scikit-learn’.

### Analysis of SG-enrichment data

SG-enrichment information of human transcripts was obtained from the supplementary file in ref. ^46^. TIA1 binding efficiency of the most abundant transcript of each mouse gene was compared to the SG-enrichment score of its human orthologue based on NCBI HomoloGene database^64^.

### Analysis of RNA-seq data

Raw reads from RNA-seq were first trimmed for adapter sequences by Cutadapt^61^and then mapped to the mm9 genome assembly using STAR (v2.5.2)^65^ with default parameters. The read count of the coding sequence (CDS) of each gene was summed and then normalized by the median ratio method in DESeq^63^. Only genes with more than five reads in all samples were used.

### Gene Ontology analysis

The GO terms and their associations with mouse genes were obtained from the Gene Ontology database^66^. The Fisher’s exact test was used to derive *P*-values to indicate significance of association between a gene set and a GO term.

### Analysis of TIA1 iCLIP data

Genomic positions and corresponding read counts of TIA1 iCLIP sites were obtained from GSE93575 (ref. ^44^). iCLIP sites were further clustered within a 6-nt or 30-nt window. iCLIP sites with fewer than 10 reads were not used in analysis.

Assignment of TIA1 binding sites to cUTRs and aUTRs was based on mouse mammal-conserved PASs in PolyA_DB 3 (ref. ^45^).

### Motif analysis of aUTR sequences

Tetramer frequencies in aUTRs were calculated and compared between gene sets. *P*-values based on the Fisher’s exact test were used to indicate the significance of enrichment.

### Code availability

All scripts used for data processing and statistical analysis were written in Python, Perl, or R, and are available upon request.

### Data availability

Sequencing datasets generated in this study, including those by 3’READS and RNA-seq (listed in Supplementary Table 2), have been deposited into the GEO database under the accession number GSE101851 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101851]. All other data supporting the findings in this study are available from the corresponding author on reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Cellular stress alters 3′UTR landscape through alternative polyadenylation and isoform-specific degradation
**Source:** Nat Commun. 2018 Jun 11;9:2268. doi: 10.1038/s41467-018-04730-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Cellular stress alters 3'UTR landscape through alternative polyadenylation and isoform-specific degradation

Dinghai Zheng<sup>1, 2, 4</sup>, Ruijia Wang<sup>1, 2, 4</sup>, Qingbao Ding<sup>1, 2</sup>, Tianying Wang<sup>3</sup>, Bingning Xie<sup>1, 2</sup>, Lu Wei<sup>1, 2</sup>, Zhaohua Zhong<sup>3</sup>, Bin Tian<sup>1, 2, \*</sup>

<sup>4</sup>These authors contributed equally to this work.

## Supplementary Tables

**Supplementary Table 1. RT-qPCR primers used in this study.**

| Gene Name     | Targeting Region | Direction | Sequence                |
|---------------|------------------|-----------|-------------------------|
| <i>Calm1</i>  | Common           | Forward   | CCTAGTGAACCATGACTCGGA   |
| <i>Calm1</i>  | Common           | Reverse   | AACAGCAATGTTGATGGTGTG   |
| <i>Calm1</i>  | aUTR             | Forward   | TGACAAAGAGTTGTACTTGGACG |
| <i>Calm1</i>  | aUTR             | Reverse   | TTCCATAGAGTTGGTCCCCC    |
| <i>Dnab1</i>  | Common           | Forward   | CACCTGAGAAACGTGGAGACC   |
| <i>Dnab1</i>  | Common           | Reverse   | GTGCAGGTGGCTATATGGGA    |
| <i>Dnab1</i>  | aUTR             | Forward   | ACTCAGACGAAAGCAGTCCC    |
| <i>Dnab1</i>  | aUTR             | Reverse   | CACCAGGCTAGCTCCAAAGAA   |
| <i>Fam49b</i> | Common           | Forward   | CTGCATGGCGAAACTGCCTA    |
| <i>Fam49b</i> | Common           | Reverse   | TCCATTTTGGCTGCACATGA    |
| <i>Fam49b</i> | aUTR             | Forward   | GTAATCCTGCTGTGGCCTTTC   |
| <i>Fam49b</i> | aUTR             | Reverse   | CACCGACTGGGCTACTGAC     |
| <i>Hspa4l</i> | Common           | Forward   | GCCTATGGGGAAGCACTGTT    |
| <i>Hspa4l</i> | Common           | Reverse   | TTGTGCAACGTCTCCCTACC    |
| <i>Hspa4l</i> | aUTR             | Forward   | TGCAAAGCAGTGCAGAAAAC    |
| <i>Hspa4l</i> | aUTR             | Reverse   | TGGAAGCCGTTCTTATGTCTGT  |
| <i>Nmt1</i>   | Common           | Forward   | GCTGCGTGATGTCACCTTTA    |
| <i>Nmt1</i>   | Common           | Reverse   | TCACGAGCTAGGTTTCAGCA    |
| <i>Nmt1</i>   | aUTR             | Forward   | ATCTGAGGGTCGGAGAGCTT    |
| <i>Nmt1</i>   | aUTR             | Reverse   | ATTGGGTATCCCAGCAATGA    |
| <i>Purb</i>   | Common           | Forward   | AGCCCTCCAGGCCTCACTAC    |
| <i>Purb</i>   | Common           | Reverse   | TTGCCCTGTCCATGATTGTG    |
| <i>Purb</i>   | aUTR             | Forward   | AATCCCACCCCATCAAAAGG    |
| <i>Purb</i>   | aUTR             | Reverse   | AGGGCAGGCATGCAGTTAAA    |
| <i>Rpl22</i>  | Common           | Forward   | GGAGTCGTGACCATCGAACG    |
| <i>Rpl22</i>  | Common           | Reverse   | GCCAGTCTCGGAGGTTGTTT    |
| <i>Rpl22</i>  | aUTR             | Forward   | GCGTTTCCTTCCAATTTCAGG   |
| <i>Rpl22</i>  | aUTR             | Reverse   | GGTCCGGCGATGTAACAAAA    |
| <i>Timp2</i>  | Common           | Forward   | TTTCTTGACATCGAGGACCC    |
| <i>Timp2</i>  | Common           | Reverse   | TCCAGGAAGGGATGTCAAAG    |
| <i>Timp2</i>  | aUTR             | Forward   | ATGTGCGTGCTGGAATATGA    |
| <i>Timp2</i>  | aUTR             | Reverse   | CTGATACAGAGCATCAGGCG    |

**Supplementary Table 2. Sequencing samples used in this study**

| <b>Sample ID</b> | <b>Sequencing method</b> | <b>Raw read number</b> | <b>Sample description<sup>1</sup></b>                       | <b>SRA accession ID</b> |
|------------------|--------------------------|------------------------|-------------------------------------------------------------|-------------------------|
| 1                | RNA-seq                  | 31,145,949             | Total RNA, NIH3T3 cells, NT, replicate 1                    | SRX3033634              |
| 2                | RNA-seq                  | 35,187,433             | Total RNA, NIH3T3 cells, AS, replicate 1                    | SRX3033635              |
| 3                | RNA-seq                  | 27,629,537             | Total RNA, NIH3T3 cells, NT, replicate 2                    | SRX3033636              |
| 4                | RNA-seq                  | 35,600,384             | Total RNA, NIH3T3 cells, RC, replicate 1                    | SRX3033637              |
| 5                | 3'READS                  | 16,752,923             | Total RNA, NIH3T3 cells, NT, replicate 1                    | SRX3033649              |
| 6                | 3'READS                  | 10,309,635             | Total RNA, NIH3T3 cells, AS, replicate 1                    | SRX3033650              |
| 7                | 3'READS                  | 18,362,539             | Total RNA, NIH3T3 cells, NT, replicate 2                    | SRX3033651              |
| 8                | 3'READS                  | 17,595,096             | Total RNA, NIH3T3 cells, AS, replicate 2                    | SRX3033652              |
| 9                | 3'READS                  | 35,894,455             | Total RNA, NIH3T3 cells, AS, replicate 3                    | SRX3033653              |
| 10               | 3'READS                  | 43,239,461             | Total RNA, NIH3T3 cells, RC 12 h, replicate 1               | SRX3033654              |
| 11               | 3'READS                  | 36,032,739             | Total RNA, NIH3T3 cells, RC 24 h, replicate 1               | SRX3033655              |
| 12               | 3'READS                  | 45,805,336             | Total RNA, NIH3T3 cells, RC 4 h, replicate 3,               | SRX3033656              |
| 13               | 3'READS                  | 44,947,807             | Total RNA, NIH3T3 cells, RC 8 h, replicate 1                | SRX3033657              |
| 14               | 3'READS                  | 41,243,354             | Total RNA, NIH3T3 cells, NT, replicate 3                    | SRX3033658              |
| 15               | 3'READS                  | 37,619,965             | 4sU-labeled RNA, NIH3T3 cells, NT, replicate 1              | SRX3033667              |
| 16               | 3'READS                  | 34,322,197             | 4sU-labeled RNA, NIH3T3 cells, AS, replicate 1              | SRX3033668              |
| 17               | 3'READS                  | 53,111,239             | 4sU-labeled RNA, NIH3T3 cells, NT, replicate 2              | SRX3033669              |
| 18               | 3'READS                  | 56,122,798             | 4sU-labeled RNA, NIH3T3 cells, RC, replicate 1              | SRX3033670              |
| 19               | 3'READS                  | 30,025,438             | Flow-through RNA, NIH3T3 cells, NT, replicate 1             | SRX3033671              |
| 20               | 3'READS                  | 28,587,835             | Flow-through RNA, NIH3T3 cells, AS, replicate 1             | SRX3033672              |
| 21               | 3'READS                  | 34,054,203             | Flow-through RNA, NIH3T3 cells, NT, replicate 2             | SRX3033673              |
| 22               | 3'READS                  | 32,468,941             | Flow-through RNA, NIH3T3 cells, RC, replicate 1             | SRX3033674              |
| 23               | 3'READS                  | 9,860,263              | RIP input RNA, NIH3T3 cells, NT, replicate 1                | SRX3465843              |
| 24               | 3'READS                  | 8,843,709              | RIP input RNA, NIH3T3 cells, NT, replicate 2                | SRX3465844              |
| 25               | 3'READS                  | 9,502,287              | RIP input RNA, NIH3T3 cells, AS, replicate 1                | SRX3465841              |
| 26               | 3'READS                  | 6,833,382              | RIP input RNA, NIH3T3 cells, AS, replicate 2                | SRX3465842              |
| 27               | 3'READS                  | 11,915,192             | TIA1 RIP RNA, NIH3T3 cells, NT, replicate 1                 | SRX3465847              |
| 28               | 3'READS                  | 18,573,564             | TIA1 RIP RNA, NIH3T3 cells, NT, replicate 2                 | SRX3465848              |
| 29               | 3'READS                  | 12,820,233             | TIA1 RIP RNA, NIH3T3 cells, AS, replicate 1                 | SRX3465845              |
| 30               | 3'READS                  | 13,055,633             | TIA1 RIP RNA, NIH3T3 cells, AS, replicate 2                 | SRX3465846              |
| 31               | 3'READS                  | 14,684,835             | Cytoplasmic RNA, proliferating C2C12 cells, NT, replicate 1 | SRX3033675              |
| 32               | 3'READS                  | 10,662,954             | Cytoplasmic RNA, proliferating C2C12 cells, NT, replicate 2 | SRX3033676              |

|    |         |            |                                                              |            |
|----|---------|------------|--------------------------------------------------------------|------------|
| 33 | 3'READS | 19,527,790 | Cytoplasmic RNA, proliferating C2C12 cells, AS, replicate 1  | SRX3033677 |
| 34 | 3'READS | 19,684,160 | Cytoplasmic RNA, proliferating C2C12 cells, RC, replicate 1  | SRX3033678 |
| 35 | 3'READS | 18,959,803 | Cytoplasmic RNA, differentiated C2C12 cells, NT, replicate 1 | SRX3033679 |
| 36 | 3'READS | 19,540,699 | Cytoplasmic RNA, differentiated C2C12 cells, NT, replicate 2 | SRX3033680 |
| 37 | 3'READS | 16,298,332 | Cytoplasmic RNA, differentiated C2C12 cells, AS, replicate 1 | SRX3033681 |
| 38 | 3'READS | 17,737,491 | Cytoplasmic RNA, differentiated C2C12 cells, RC, replicate 1 | SRX3033682 |
| 39 | 3'READS | 12,901,771 | Total RNA, differentiated C2C12 cells, replicate 1           | SRX3033683 |
| 40 | 3'READS | 16,763,626 | Total RNA, differentiated C2C12 cells, replicate 2           | SRX3033684 |
| 41 | 3'READS | 11,280,672 | Total RNA, proliferating C2C12 cells, replicate 1            | SRX3033685 |
| 42 | 3'READS | 16,568,113 | Total RNA, proliferating C2C12 cells, replicate 2            | SRX3033686 |

<sup>1</sup>RC samples are 4 h of recovery unless otherwise indicated.

**Supplementary Table 3. Cloning primers used in this study**

| <b>Gene, Region</b>   | <b>PCR Primers</b>                                                                                                  |
|-----------------------|---------------------------------------------------------------------------------------------------------------------|
| <i>Nmt1</i> , 3'UTR   | 5'-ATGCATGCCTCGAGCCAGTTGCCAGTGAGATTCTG;<br>5'-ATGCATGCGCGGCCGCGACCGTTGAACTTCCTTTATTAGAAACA                          |
| <i>Nmt1</i> , cUTR    | 5'-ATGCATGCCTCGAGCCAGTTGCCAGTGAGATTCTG;<br>5'-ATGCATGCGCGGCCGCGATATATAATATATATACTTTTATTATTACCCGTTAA<br>CTCCATAATATG |
| <i>Dnajb1</i> , 3'UTR | 5'-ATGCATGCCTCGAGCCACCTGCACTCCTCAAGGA;<br>5'-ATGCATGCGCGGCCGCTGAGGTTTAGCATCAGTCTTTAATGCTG                           |
| <i>Timp2</i> , 3'UTR  | 5'-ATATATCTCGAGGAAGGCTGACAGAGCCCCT;<br>5'-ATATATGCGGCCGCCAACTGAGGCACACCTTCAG                                        |

Supplementary Figure 1

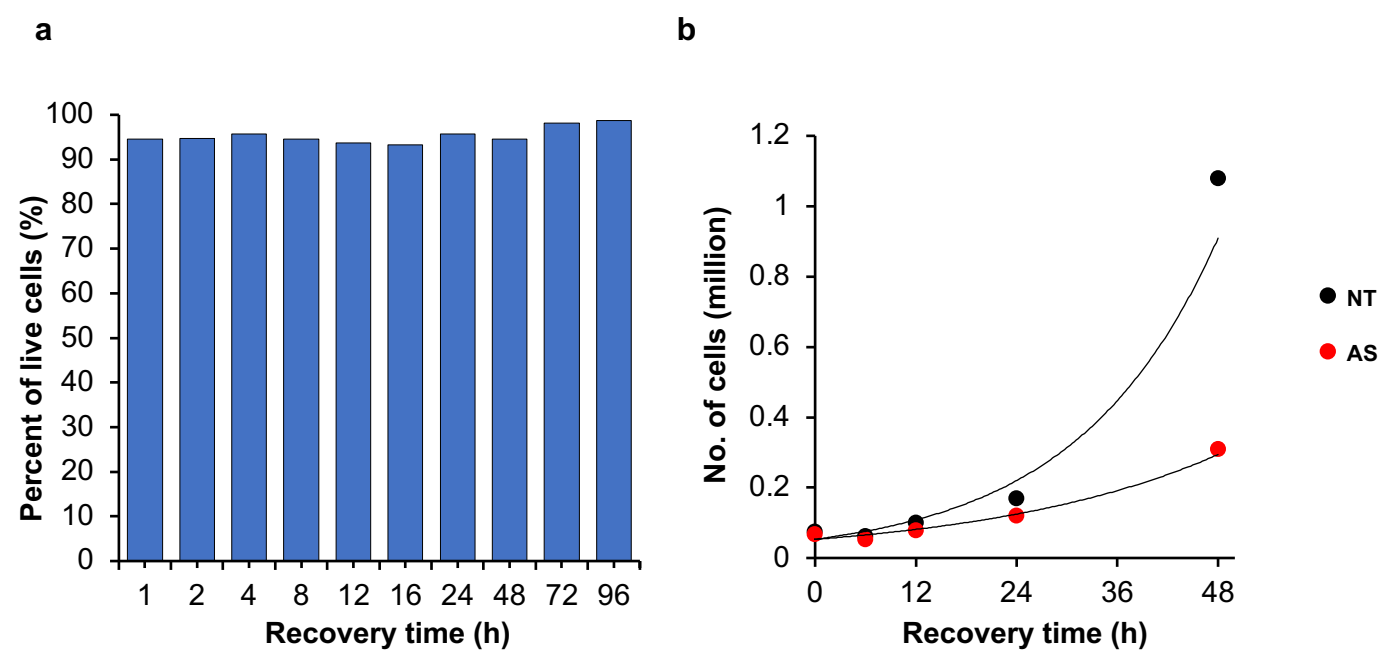

**Supplementary Figure 1. Cell survival and growth analyses after 1 h of 250  $\mu$ M sodium arsenite (AS) treatment.** (a) Percentage of live cells measured by Trypan blue staining at different time points during recovery from stress. (b) Cell growth after AS treatment. Growth curves were fitted with an exponential lines.

# Supplementary Figure 2

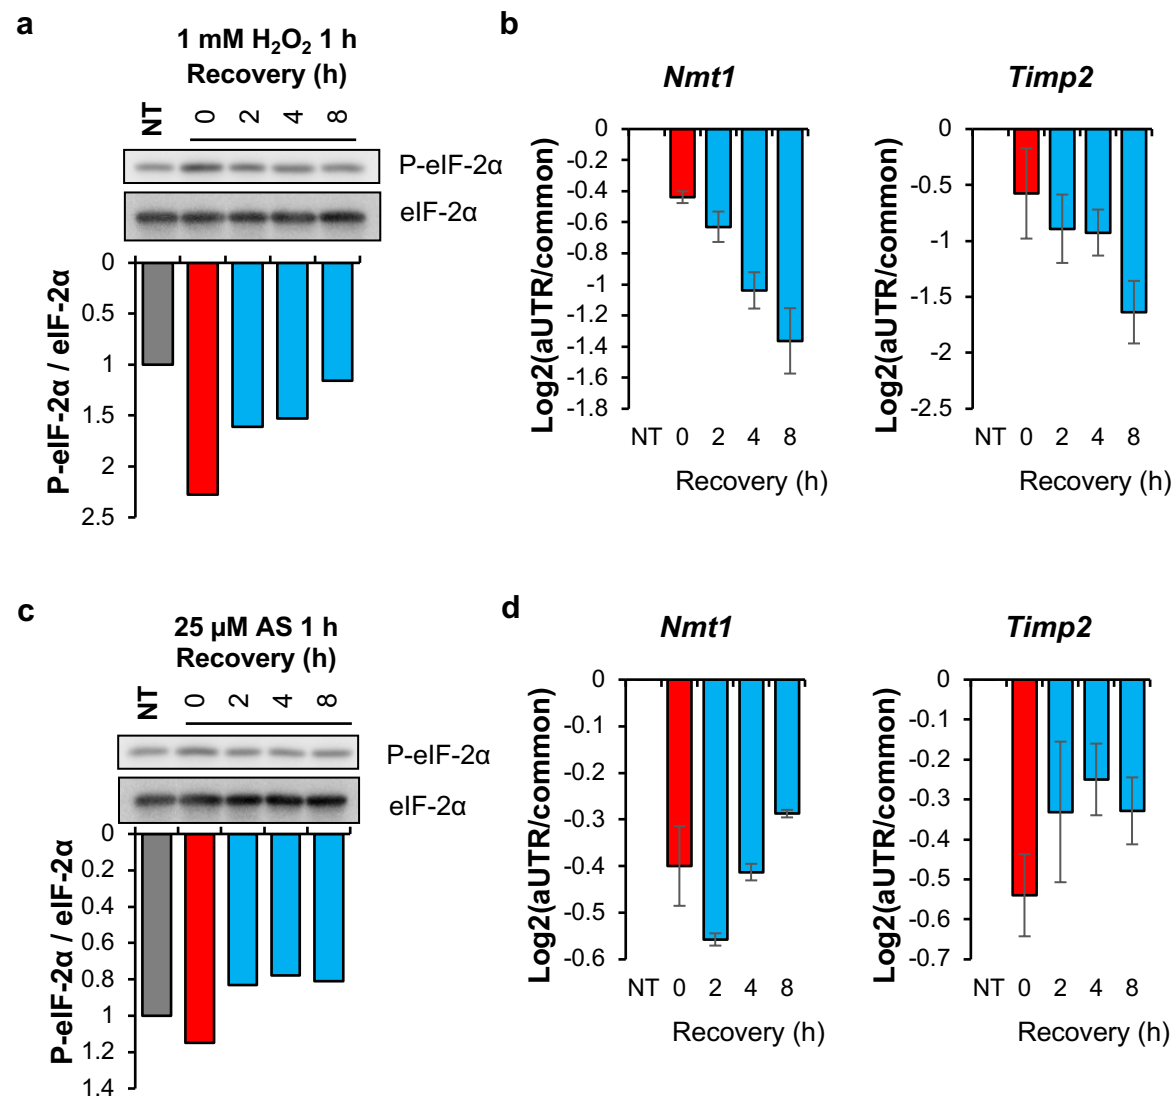

**Supplementary Figure 2. APA analysis of cells under different types of stresses.** (a) Top, Western blot analysis of phosphorylated (upper) and total (lower) eIF-2α protein in cells without treatment (NT) or at indicated time points after 1 h of 1 mM H<sub>2</sub>O<sub>2</sub> treatment. Recovery time points are indicated. NT, no treatment. Bottom, normalized ratio of amount of phosphorylated eIF-2α to that of total based on the Western blot data. (b) RT-qPCR analysis of APA of example genes in cells without treatment (NT) or at indicated time points after 1 h of 1 mM H<sub>2</sub>O<sub>2</sub> treatment. Error bar: s.d. (c) Top, Western blot analysis of phosphorylated (upper) and total (lower) eIF-2α protein in cells without treatment (NT) or at indicated time points after 1 h of 25 μM AS treatment. Recovery time points are indicated. NT, no treatment. Bottom, normalized ratio of amount of phosphorylated eIF-2α to that of total based on the Western blot data. (d) RT-qPCR analysis of APA of example genes in cells without treatment (NT) or at indicated time points after 1 h of 25 μM AS treatment. Error bar: s.d.

# Supplementary Figure 3

a

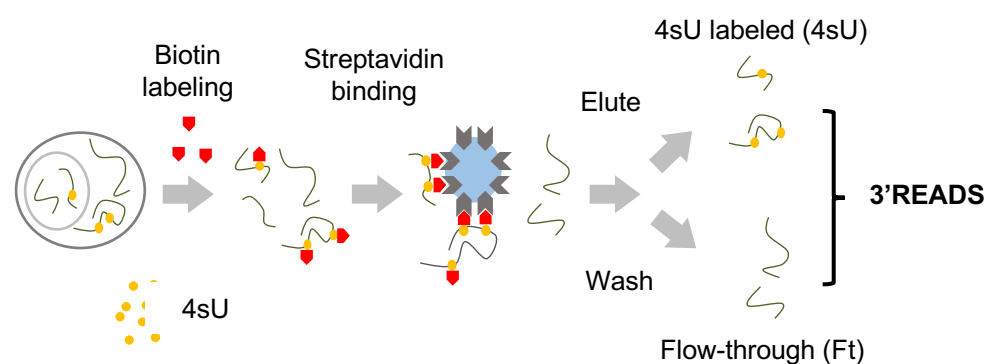

b

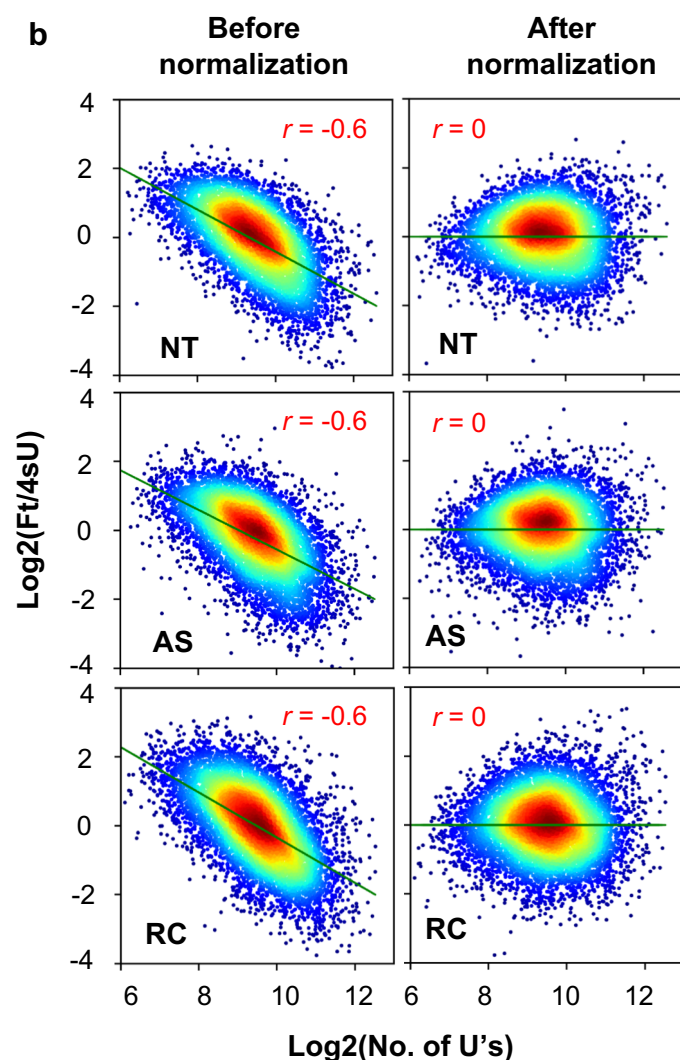

c

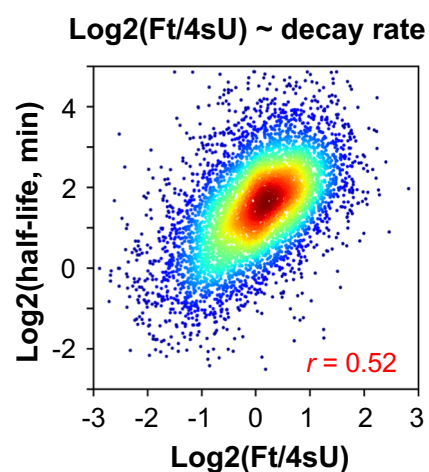

## Supplementary Figure 3. RNA Metabolic labeling using 4sU before 3'READS analysis. (a)

Schematic of isolation of 4sU-labeled (4sU) and flow-through (Ft) RNAs for 3'READS analysis (see Materials and Methods for detail). **(b)** Normalization of  $\log_2(\text{Ft}/4\text{sU})$  values to remove the effect of number of uracils in a transcript (see Materials and Methods for detail). Scatter plots of  $\log_2(\text{number of Us per transcript})$  vs.  $\log_2(\text{Ft}/4\text{sU})$  before (top) and after (bottom) normalization are shown. Pearson correlation coefficient ( $r$ ) for each plot is indicated. **(c)** Comparison of  $\log_2(\text{Ft}/4\text{sU})$  with  $\log_2(\text{half-life})$ .  $\log_2(\text{Ft}/4\text{sU})$  was adjusted in (b). Half-life values (min) were based on a previous study analyzing mRNA decay rate in NIH3T3 cells through transcriptional shutdown by Actinomycin D (see Materials and Methods for detail).

Supplementary Figure 4

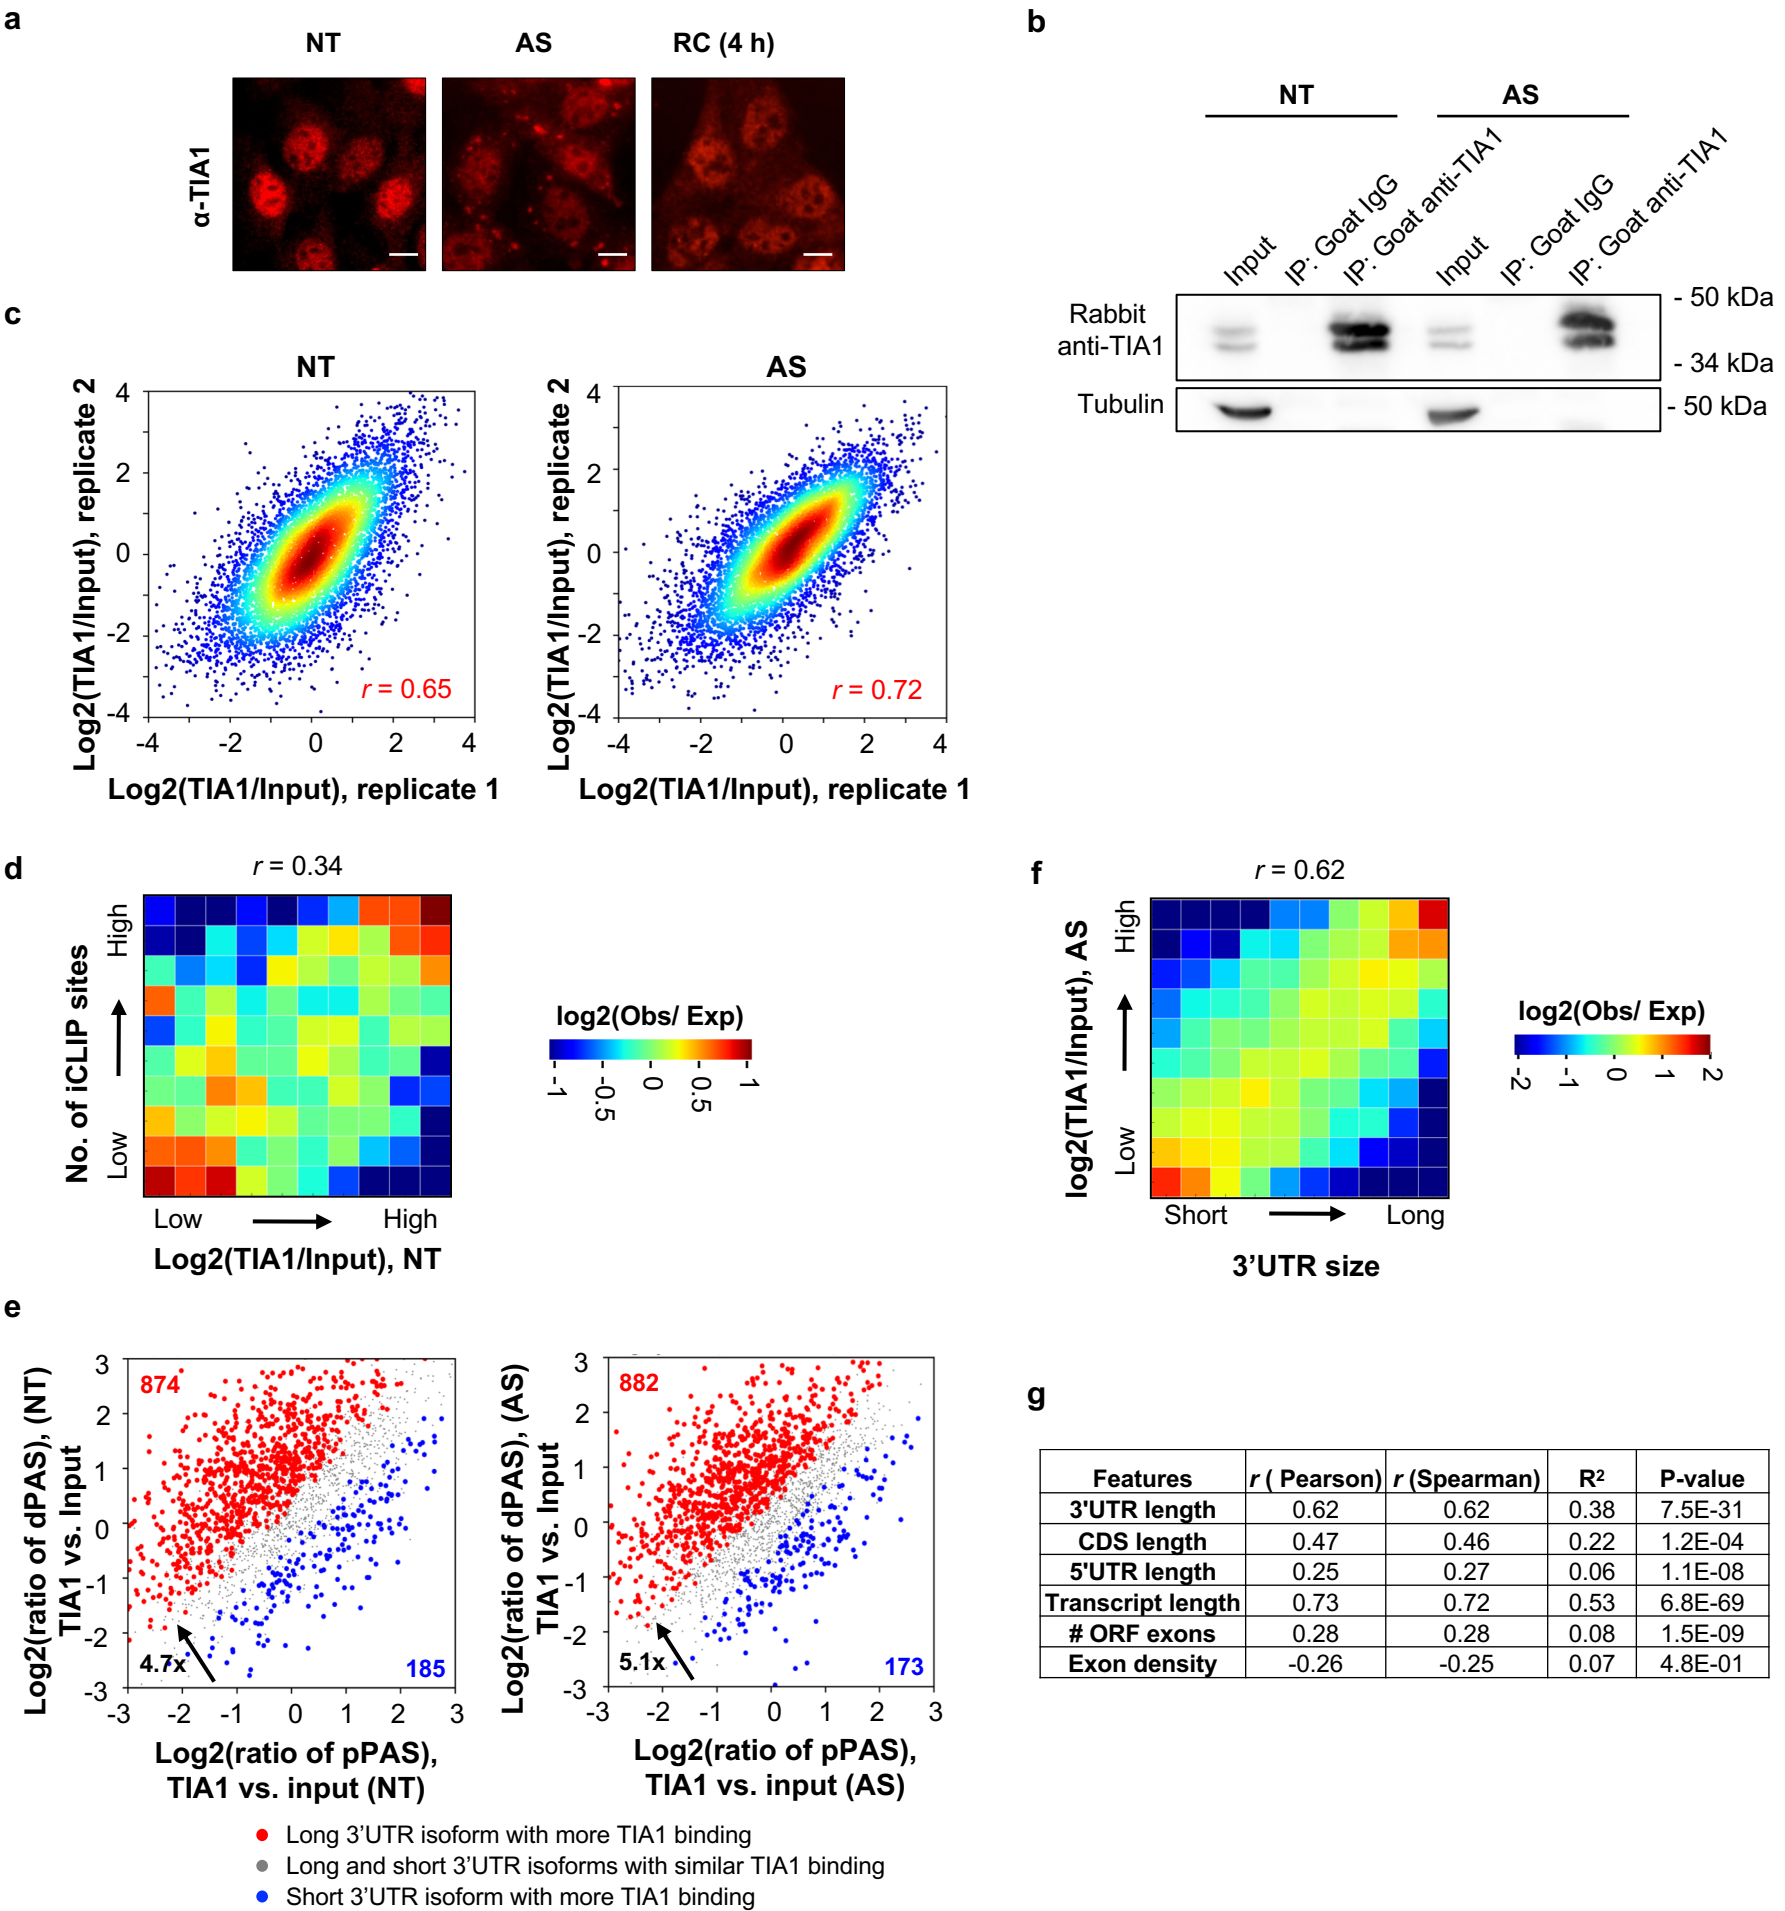

**Supplementary Figure 4. Analysis of TIA1 interaction with transcripts.** (a) Immunocytochemistry analysis of TIA1 in NT, AS (1 h), and RC (4 h) cells. Scale bar: 10  $\mu$ m. (b) Western blot analysis showing the specificity of the goat anti-TIA1 antibody used in the RIP experiments. Normal goat IgG was used as a negative control. (c) Scatter plots showing correlation of log2(TIA1/Input) between biological replicates in NT (left) and AS (right) cells. (d) Transcript distribution plot showing correlation of TIA1 binding in NT cells and number of reported TIA1 iCLIP sites. Transcripts were evenly divided into ten bins based on number of TIA1 iCLIP sites (y-axis) and log2(TIA1/Input) (x-axis) in NT cells. The number of transcripts in each cell of the 10x10 table was called observed value (Obs) and was divided by the mean of all cells, considered as expected value (Exp). The log2(Obs/Exp) is presented in a heatmap, according to the color scale shown in the graph, which illustrates enrichment or depletion of transcripts in each cell. (e) Scatter plots showing log2(ratio) of transcript abundance (RPM) in the TIA1 RIP sample to the Input sample for pPAS isoforms (x-axis) and dPAS isoforms (y-axis) in NT (left) and AS (right) cells. Genes with significant log2(TIA1/Input) difference between two 3'UTR isoforms ( $P < 0.05$ , Fisher's exact test) in two biological replicates are highlighted in blue (short 3'UTR isoform having more TIA1 binding) or red (long 3'UTR isoform having more TIA1 binding). The numbers of blue and red genes and their ratio are indicated. Genes whose 3'UTR isoforms were not significantly different in TIA1 binding are shown as grey dots. (f) Transcript distribution plot showing distribution of transcripts with different 3'UTR sizes (x-axis) and log2(TIA1/Input) values (y-axis) in AS cells. The plot was generated similarly to that in (d). (g) Analysis of contributions of various transcript features to log2(TIA1/Input) by linear regression models. Pearson and Spearman coefficient values are shown.  $R^2$  and p-value for linear regression are indicated.

Supplementary Figure 5

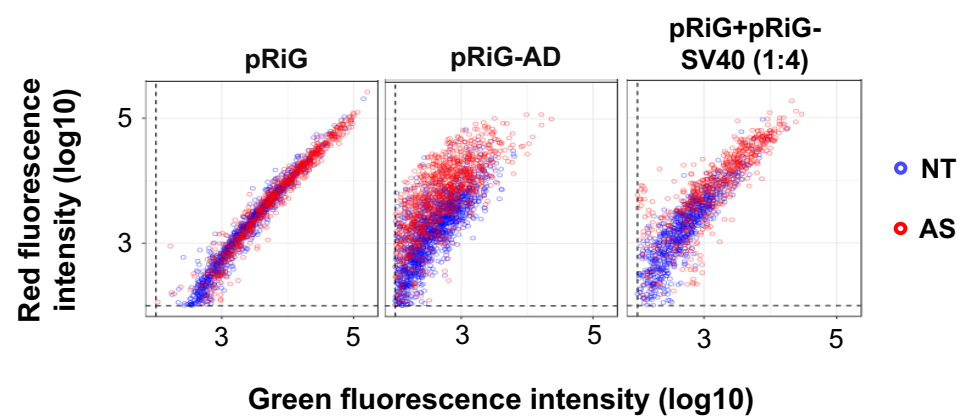

**Supplementary Figure 5. FACS analysis of cells transfected with indicated plasmids.** pRiG+pRiG-SV40 is a mixture of the two indicated plasmids. Each circle represents one cell, either AS-treated (AS, red) or not treated (NT, blue).

Supplementary Figure 6

a

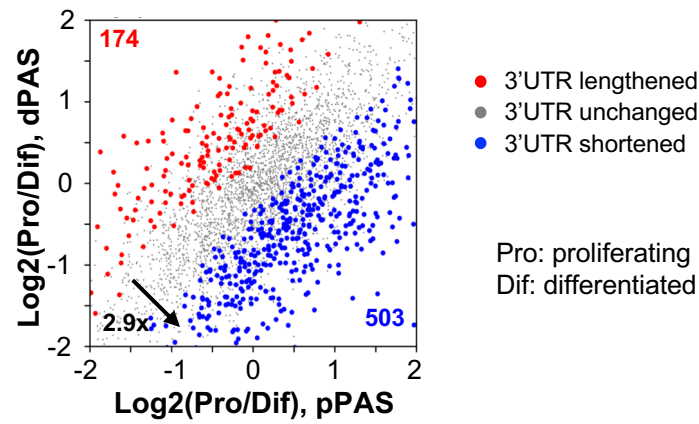

b

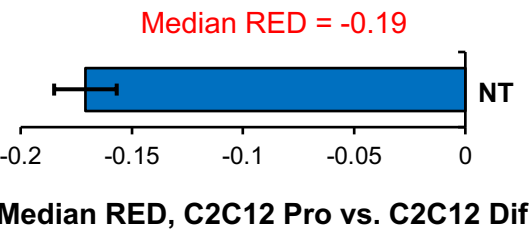

c

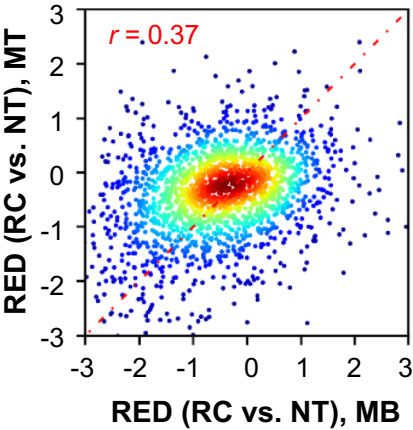

**Supplementary Figure 6. 3'UTR APA changes in C2C12 differentiation and stress. (a)** Scatter plot showing  $\text{log}_2(\text{ratio})$  of pPAS isoform between proliferating myoblast (MB) and differentiated myotube (MT) cells (x-axis) vs. that of dPAS isoform (y-axis). Genes with significant difference between dPAS and pPAS isoforms ( $P < 0.05$ , Fisher's exact test) based on two biological replicates are highlighted in blue (pPAS > dPAS, 3'UTR shortened) or red (pPAS < dPAS, 3'UTR lengthened). Their numbers and the ratio are indicated. Grey dots are genes whose 3'UTR isoforms were not significantly regulated (relative abundance) between MB and MT cells. **(b)** Median RED (mRED) value reflecting 3'UTR size difference between MB and MT cells. Error bar is based on random sampling of data for 20 times (see Materials and Methods for detail). **(c)** RED comparison between MB and MT cells recovering from stress (RC). RED is based on comparison of RC and NT samples.

Supplementary Figure 7

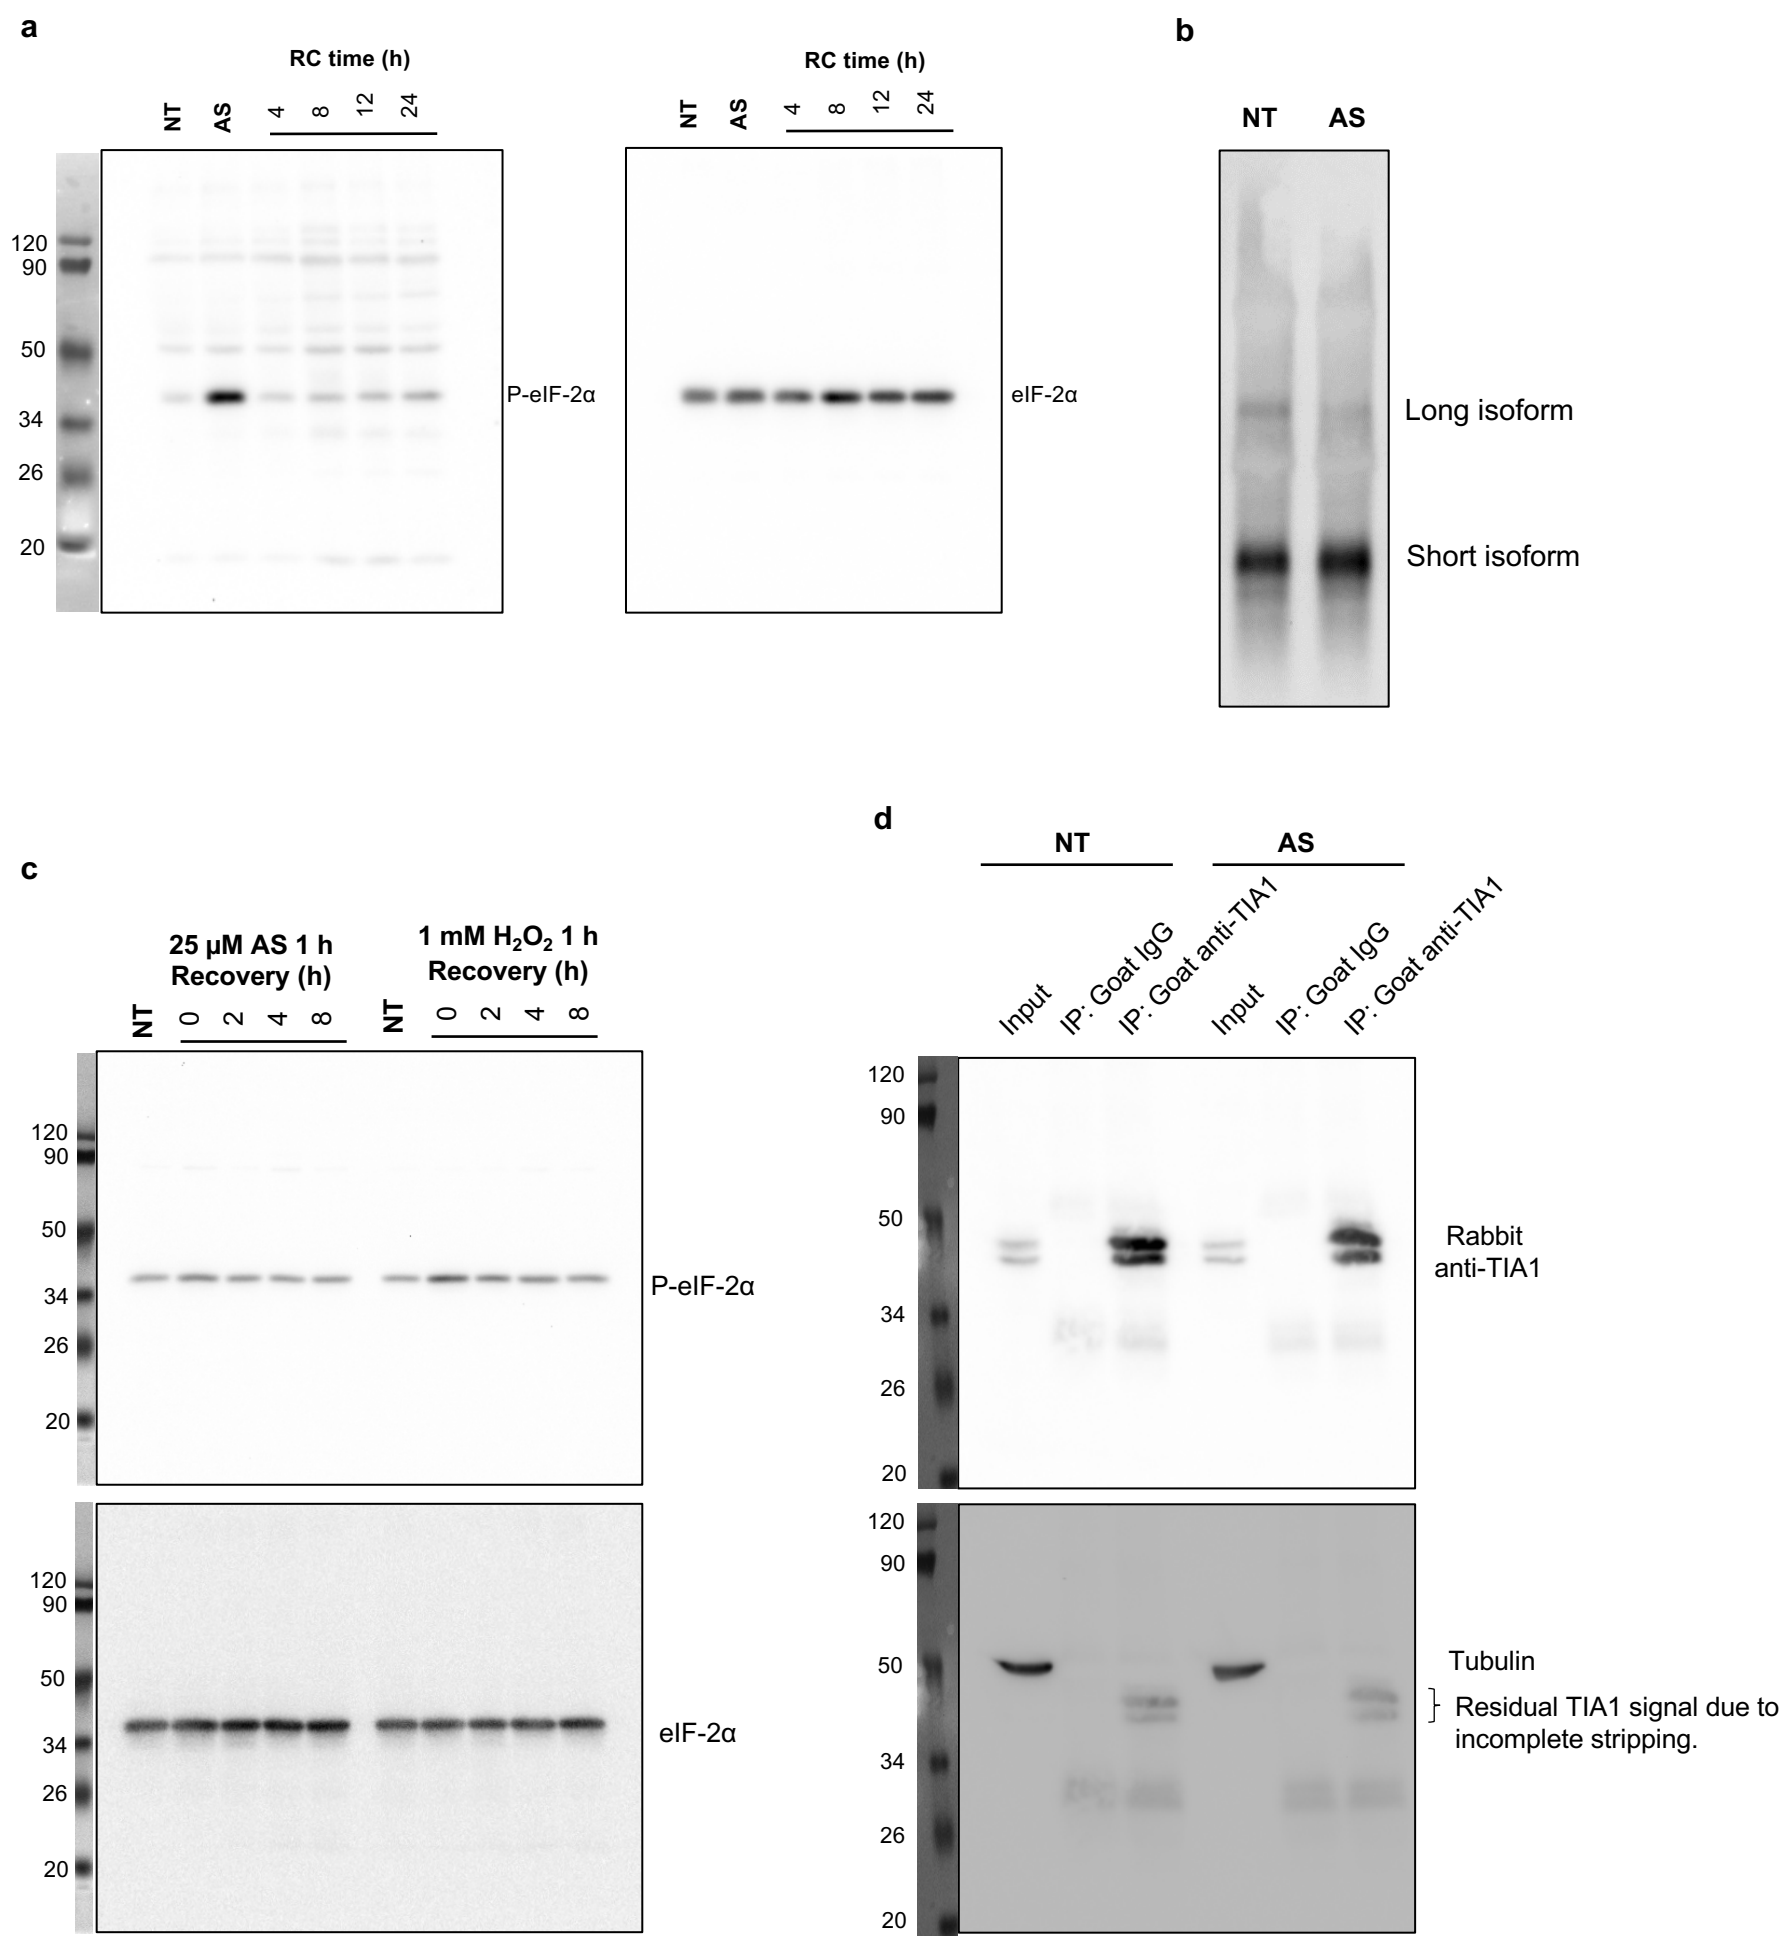

**Supplementary Figure 7. Uncropped blot images.** (a) Uncropped blot images for Figure 1b. (b) Uncropped blot images for Figure 6c. (c) Uncropped blot images for Supplementary Figures 2a and 2c. (d) Uncropped blot images for Supplementary Figure 4b. Pre-stained molecular weight markers were imaged using white light.

How the deposited data were processed for this re-analysis (not part of the article)

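The data were 42 libraries of mouse cells: 38 3′READS libraries and 4 RNA-seq libraries. The 3′READS libraries were total RNA of NIH3T3 cells (10), their 4sU and Ft fractions (8), TIA1 RIP and input (8), cytoplasmic RNA of stressed C2C12 cells (8) and total RNA of C2C12 MB and MT cells (4).

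The authors trimmed the 3′READS reads with Cutadapt, mapped them to mm9 with bowtie2 in local mode, kept reads with a mapping quality of at least 10 and at least 2 nongenomic Ts, clustered PASs within 24 nt and deposited raw read counts per PAS cluster. For RNA-seq, the authors mapped reads with STAR and deposited raw counts per gene on coding sequences. Clusters or genes with fewer than 5 reads in a library are not listed in these files.

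The 3′READS files held 99725 PAS positions, which formed 84669 clusters when positions within 24 nt were joined across libraries. The files name no genes. Clusters were assigned to the last exons of protein-coding genes of GENCODE version M1 on NCBIM37, or up to 4000 nt past the annotated end where no other gene starts. This gave 44142 PASs of 12879 genes, 11959 of them (27.09%) past an annotated end, and 131 ambiguous clusters were left out. AATAAA or ATTAAA was found within 45 nt upstream of 52.48% of PASs. The median share of reads in 3′UTR PASs was 82.83% (80.03 to 89.19% across libraries).

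Mitochondrial genes were left out of the 3′READS comparisons. This was decided after a first list of genes had been seen, which contained a mitochondrial gene.

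Depth ranged from 1048335 to 6974664 PAS reads per 3′READS library, with a median of 2874186. It is lowest in the time-course set, where a gene with few reads has a wide interval: the dPAS share of Nmt1 in the RC4 library, 47.1%, has a Wilson 95% confidence interval of 37.7 to 56.7%. For single libraries, such intervals are given, and a share below 3 reads counts as not detected. Clusters under 5 reads in a library are not listed, so an isoform without a count may still have had a few reads. The RNA-seq libraries held 17137579 to 25194062 reads.

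The pPAS and dPAS of a gene were its 2 most abundant 3′UTR PASs within an experiment, at most 10 kb apart. RED is log2(dPAS/pPAS) in the treated sample minus that in the control, for genes with more than 5 reads of each isoform in each compared sample. For the median RED, 1000000 reads were sampled from each sample 20 times, as the paper describes for GAAP. For the C2C12 stress data the median was computed over all reads, with the SD of the samplings beside it. Genes with changed 3′UTRs passed Fisher's exact test (0.05) with a change above 5 percentage points, in the same direction in both replicate pairs (replicates 1 and 2 in total RNA). For AS in total RNA, the median RED is that of replicate 3, in the time-course set. Stability was log2(Ft/4sU), adjusted by linear regression on log2 of the number of Us. TIA1 binding was log2(TIA1/Input). Differences between gene groups were tested with Wilcoxon or K–S tests, as in the paper, and by permuting the medians with 100000 resamples. These tests are over genes, which are not independent replicates. For RC4 minus AS they used the REDs of all reads, while the difference given is between sampled medians. Genes measured in both conditions were not paired.

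Samples were grouped by their labels and the paper's supplementary tables. Replicate numbers pair NT with AS, TIA1 with input, and MB with MT. Where 2 NT libraries serve 1 AS and 1 RC4 library, their reads were summed. A model over the 3 NT and 3 AS total RNA libraries used edgeR (quasi-likelihood test of isoform by treatment, Benjamini-Hochberg adjusted), and DESeq2 as an alternative.

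Named genes followed a rule set before the files arrived: each gene the paper names for its 3′UTR isoforms, and the 5 genes with the most negative and the 5 with the most positive mean RED among those that passed Fisher's exact test in the same direction in all 3 replicate pairs, with at least 50 reads of each isoform. Only 1 lengthened gene met it. Not every gene the paper names was analysed here.

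Alternatives changed 1 choice at a time: the read minimum, the sampling, the choice and distance of PASs, the cutoffs and replicate rules of the gene calls, the NT library, each replicate, the normalization of RNA-seq (median ratio, TMM or library total), the type of correlation, the bins and the number of parts. The uridine adjustment and the extension of 3′UTRs were varied only after the data had been seen.

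The code was tested on simulated data with 1672 genes, 200 of them changed by a log2 of 1.5. The change was equal in every replicate, and the dispersion was 0.01. Fisher's exact test in 2 replicate pairs called 72.5% of changed and 0.48% of unchanged genes. When each simulated replicate had its own isoform shares, edgeR called 0% of changed genes without the replicate block and 97.96% with it. With shares common to the replicates, it called 97.39% without the block. In the data, REDs of AS vs. NT of replicate pairs correlated at *r* from 0.0319 to 0.1213 across genes, so these rates need not hold there. Sampling recovered a median RED of −0.2818 for a simulated −0.3, and the regression a slope of −0.5941 for −0.6. Of permutation tests with no difference, 7.0% fell below 0.05.

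Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.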

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

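The choices of samples, comparisons and tests, and all alternatives except those marked as chosen after seeing the data, were made before the processed files arrived. AS and RC4 have a single library in the time-course, 4sU, Ft and C2C12 stress data, so an effect of a single library other than those tested cannot be excluded for any result in this part. No condition has 4 or more samples, so no sample was tested for lying far from its group.

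The fall of median RED was larger in RC4 than in AS total RNA of NIH3T3 cells, by a difference of −0.1605. It was flagged as a difference between time points (permutation *P* = 1e-05 over genes with all reads, the smallest 100000 resamples can give). The predictions for this pattern were written after the result was seen. The largest median RED between NT libraries was −0.1285, smaller than the difference but not by much. With more than 20 reads required the difference was −0.1718, and over genes that pass in both conditions −0.1651, so neither depth nor a different set of genes accounts for it. A difference in isoform use or stability between the time points may explain it, which remains a hypothesis from 1 library per time point.

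RED of RC4 vs. NT fell with aUTR size. If low counts of long isoforms were the cause, the bin difference would shrink in deeply sequenced genes. Over genes with more than 100 reads of each isoform it was −0.5197 (13 and 25 genes), and between NT libraries it was at most 0.1061.

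RED after 4 h of recovery was lower in MB than in MT cells by a difference of −0.1417, flagged as a difference between cell types (permutation *P* = 1e-05, the smallest possible). The larger of the median REDs between NT libraries was 0.0155 with sampled reads, and 0.0278 over all reads, as used for the difference. The difference was −0.1284 with 1000000 reads sampled from each library, −0.1555 with more than 20 reads, and −0.1680 over genes that pass in both cell types. These predictions were written before the values were seen. A difference between MB and MT cells may explain it, with the reserve that each has 1 RC4 library.

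Median Δlog2(Ft/4sU) was higher in AS than in NT cells by 0.1877 and differed by −0.1073 in RC4 cells, both flagged as differences between conditions (permutation *P* = 1e-05, the smallest possible). Predictions were written after these were seen. The medians of the NT libraries used one at a time differed by 0.0195. Without the uridine adjustment the differences were 0.1840 and −0.1186, and with more than 20 reads 0.1985 and −0.0751. The bin difference was also larger in RC4 than in NT cells, by −0.1424 without the adjustment, against 0.0596 between NT libraries (predicted beforehand). A change in isoform stability could produce these differences, and so could a change in how much RNA was labeled. No sample here measures labeling, and the pattern cannot be told apart from that explanation.

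The Ft fraction was compared by the paper with the 4sU fraction only. Its median RED against NT was −0.1677 in AS and −0.4715 in RC4 cells, flagged as a signal the paper does not report, above the 0.0383 between the NT libraries of the Ft fraction. Requiring more than 20 reads changed the medians by 0.0174 (AS) and −0.0020 (RC4). The predictions for AS were written after its value was seen. Loss of long isoforms from preexisting RNA may explain the medians, as may newly made RNA that escaped capture. The latter was not tested, and the pattern cannot be told apart from it.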

How the results depend on the processing

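Of 74 main results, 36 were unchanged under every alternative. Of their 621 alternative values, 506 stayed the same, 97 moved by more than the replicate spread or the 1.5-fold limit for counts, 3 became significant, 1 lost significance and 14 changed sign or order. Of 36 results for single genes, 31 were unchanged, and of their 168 values 8 moved and 7 reversed. Alternatives without a value have no row, such as genes whose isoforms fall below a higher minimum. Adjustment by aUTR size, intended only in case Us could not be counted, was not run because they were counted.

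Counts of genes moved most. Summing replicates before Fisher's exact test drops both the demand for agreement between replicates and the pairing by replicate number. Replicates differed in isoform shares and in depth, so the summed counts can also reflect how replicates were mixed. It gave 490 shortened and 284 lengthened genes in AS total RNA (69 and 21 in the main analysis). More TIA1 binding of the long and short isoform was called in 1210 and 392 genes in NT cells (396 and 43). In AS cells the counts were 1172 and 324 (359 and 36), and in MB vs. MT 771 and 321 (277 and 108). Fits that each left out one replicate ranged from 284 to 370 and from 201 to 219 (AS, chosen after seeing the data), 858 to 906 and 245 to 269 (TIA1, NT), 797 to 900 and 195 to 297 (TIA1, AS), and 525 to 550 and 221 to 249 (MB vs. MT). Calling genes in all 3 pairs left 5 and 1. A change above 10 points left 26 and 6 (AS), 25 and 23 short isoforms (TIA1, NT and AS), and 175 and 58 (MB vs. MT). Adjusted *P* values left 31 and 7, and 176 and 65. No minimum change gave 38 lengthened genes in AS.

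The replicate block (isoform by replicate terms) left 0 genes in edgeR, as did the model without it. NT and AS are paired by replicate number from the labels and the paper. In a check of this pairing, log2(dPAS/pPAS) of each gene was taken as a deviation from its mean over the replicates of NT or of AS. These deviations correlated at a mean *r* of 0.8968 between NT and AS libraries of the same number. Between different numbers the mean *r* was −0.4427. Deviations from a mean of few replicates push this value below 0, so its sign carries no information on isoform use. In simulation the model without the block called 0% of changed genes when each replicate had its own isoform shares. With the block it called 97.96%, but for a change equal in every replicate and a dispersion of 0.01. The 0 genes with either model are thus not evidence that no gene changed.

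For RED in AS total RNA, replicate 1 gave −0.0538, replicate 2 −0.0493 and the mean of 3 pairs −0.0654 (main −0.0931).

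A minimum of more than 20 reads keeps abundant genes, whose isoform changes were smaller in several comparisons. It gave 0.3271, 0.1945 and 0.4511 for 4sU vs. Ft (NT, AS, RC4), 0.1510 for the AS bin difference of stability (now significant), 0.3905 for TIA1 in AS, −0.2846 for MT RC4, −0.0996 for MB vs. MT, and −0.1263 for P/D only genes, now below Other.

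Isoforms with fewer than 5 reads in a sample are not listed there and were counted as 0, so they need not be absent. More than 5 reads in the compared samples together admits such isoforms, with a pseudocount, and so adds large changes. It gave −0.3102, −0.1753 and 0.0458 (RC4, RC8, RC24), −0.0136 for RC4 minus AS in 4sU RNA (now significant), 0.5668 for 4sU vs. Ft in RC4, 0.5847 and 0.4949 for TIA1 (NT, AS), −0.1982 and −0.5836 (MB AS, RC4), −0.1869 and −0.4252 (MT), −0.1726 (MB vs. MT), −0.2019 and −0.5504 (Ft), and −0.1748 for P/D only, below Other. The NT bin difference of stability reversed, to 0.1059.

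Using all reads gave 0.4606 (TIA1, AS), −0.1636 (MB vs. MT), −0.2069 and −0.5454 (Ft AS, RC4). It adds genes with few reads. More than 50 reads in all 4 RNA-seq samples gave 0.2777 for group 1. A 5 kb limit gave −0.4511 for Ft RC4, as it drops the longest aUTRs.

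The most proximal and most distal PASs, which lie further apart, gave 0.4615 (4sU vs. Ft, NT), 0.5018 (TIA1, AS), 0.0764 (group 2, RC4), −0.1904 and −0.3815 (MT AS, RC4), −0.1944 and −0.4954 (Ft AS, RC4), an aUTR of 374 nt in Other, and −0.1818 for P/D only, below Other.

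The NT library of the same time gave −0.1045 for RC4 minus AS in 4sU RNA (now significant), −0.0012 for group 2 in AS, 0.2604 for group 1 in RC4, −0.1375 and −0.1333 for AS in MB and MT, and −0.1685 for P/D only, below Other. NT libraries left out in turn ranged from −0.4340 to −0.3549 (4sU RC4), −0.4725 to −0.4446 (Ft RC4), −7.78e-04 to 0.0367 and −0.0168 to −0.0033 (groups 1 and 2, AS), 0.3312 to 0.3807 (group 1, RC4), −0.1771 to −0.1375 and −0.4851 to −0.3961 (MB AS, RC4), and −0.1628 to −0.1333 and −0.3193 to −0.2757 (MT). For single genes in MB cells, where the NT libraries differ, the NT library of the same time gave −0.1574 (AS) and 0.0641 (RC4) for Nmt1, with ranges of −0.1574 to 1.4858 and −1.5792 to 0.0641, and −0.8087 and 0.3892 for Timp2, with ranges of −0.8087 to 0.4122 and −0.8316 to 0.3892. With replicates of either kind left out, P/D only ranged from 649 to 1247 nt in aUTR size and from −0.2084 to −0.0548 in RED.

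Normalization set the sign of RNA-seq medians. TMM gave 0.2713, 0.0849 and −0.1742 for RC4. Library totals gave −0.0373, −0.0587 and −0.0393 for AS and −0.4904, −0.6769 and −0.9361 for RC4, where 10 genes held 20.90% of reads. Group 1 with changes above 10 points gave 0.1703, and a difference from group 2 of 0.0203, no longer significant, with 276 genes.

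Alternatives chosen after seeing the data: with uridine adjustment, 4sU vs. Ft was 0.1094, −0.0783 (sign reversed) and 0.2167 (NT, AS, RC4). Without it, the AS bin difference of stability was −0.6885, since longer isoforms carry more Us. Without extension of 3′UTRs, values were 0.4204 (TIA1, AS), 0.3896 (group 1, RC4) and −0.2318 (P/D only, below Other).

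Depth limits the time-course set most: with 1048335 to 1885486 reads per library, single-gene REDs such as that of Nmt1 in AS replicate 3 (−1.39) have intervals that extend 1.20 to either side. The P/D only group, with 58 genes, is too small to place relative to Other.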

Differences from the paper's values

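Of 69 values compared, 40 differ from the paper's. Alternatives named here were set before the files arrived unless stated otherwise, and the alternatives not named left a difference.

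In AS total RNA, 69 genes were shortened against the paper's 247, and 21 were lengthened against the paper's 108. No alternative set beforehand closed either gap. Of the alternatives chosen after seeing the values, calls in 1 replicate pair gave 370 (without replicate 1) and 284 (without replicate 2) shortened genes, within 1.5 times the paper's; the lengthened genes remained different.

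For 4sU vs. Ft, median RED was 0.4069 in NT (the paper's 0.10), 0.2402 in AS (the paper's −0.06) and 0.5216 in RC4 cells (the paper's 0.18). No alternative set beforehand closed these gaps. Adjusted for uridines, an alternative chosen after seeing the values, they were 0.1094, −0.0783 and 0.2167, near the paper's. These are the medians of adjusted Δlog2(Ft/4sU) with the sign reversed, without sampling, and not a separate result. The correlation of log2(Ft/4sU) with the number of Us was −0.5602 in NT, −0.5469 in AS and −0.5440 in RC4 cells, against about −0.6 for each in Supplementary Fig. 3b, read by eye and printed there to 1 digit. More than 20 reads in each sample gave −0.6008 in NT and −0.6023 in RC4 cells, and no alternative closed the gap in AS cells. UUUU enrichment where long isoforms were less stable had a −log10 *P* of 32.0640, against about 50 in Fig. 2f, read by eye, and no alternative closed the gap.

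TIA1 binding of replicates correlated at 0.5909 in NT cells (the paper's 0.65, not closed) and 0.6048 in AS cells (the paper's 0.72; more than 20 reads in each sample gave 0.7275). NT and AS correlated at 0.7606 (the paper's 0.75; Spearman's rho was 0.7533). With 3′UTR size, *r* was 0.5920 (the paper's 0.62; more than 20 reads gave 0.6275). For other features, for which no alternatives were run, it was 0.4167 with CDS size, against the paper's of about 0.47 in Supplementary Fig. 4g. It was 0.1492 with 5′UTR size (about 0.25 there), 0.6884 with transcript size (about 0.73) and 0.2611 with the number of exons (about 0.28). All of these values of the paper's were read by eye. Median Δlog2(TIA1/Input) in AS cells was 0.4442, against about 0.48 in Fig. 3c, read by eye, and no alternative closed it.

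In NT cells, 396 genes had more TIA1 binding of the long isoform, against about 870 in Supplementary Fig. 4e, read by eye; summed replicates gave 1210, and leaving out replicate 1 or 2 gave 906 or 858, all within 1.5 times. For the short isoform there were 43 against about 190 there; leaving out replicate 1 or 2 gave 245 or 269. The ratio was 9.2093 against the paper's 4.7, and 3.6980 or 3.1896 without replicate 1 or 2. In AS cells, 359 stood against about 880 in the same figure, with 1172 (summed), 797 and 900 (without replicate 1 or 2) within 1.5 times. For the short isoform, 36 stood against about 170, and 195 without replicate 1. The ratio was 9.9722 against the paper's 5.1, with 3.6173 (summed) and 4.0872 (without replicate 1) within 1.5 times. Summed counts ignore the pairing of TIA1 with the input of its own replicate.

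TIA1 binding and stability correlated at −0.1690 against the paper's −0.56, and no alternative set beforehand closed the gap. Without uridine adjustment, chosen after seeing the values, *r* was −0.5297, which still differs.

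In RNA-seq, group 1 changed by 0.3140 in RC4 cells (the paper's 0.26); the NT library of the same time (0.2604), TMM (0.2713) and more than 50 reads in all samples (0.2777) closed the gap. Group 2 changed by 0.1274 (the paper's 0.04, not closed), and in AS cells by −0.0162 (the paper's 0); without NT replicate 2 it was −0.0033, and with the NT library of the same time −0.0012. Group 3 had 3595 genes, against about 2100 in Fig. 5c, read by eye; more than 50 reads gave 2784. RED in AS and RC4 4sU RNA correlated at 0.4971, against about 0.45 in Fig. 5b, read by eye; Spearman's rho was 0.4692.

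For MB vs. MT, median RED was −0.1433 (the paper's −0.19); counting reads in the compared samples together gave −0.1726. There were 277 shortened genes, against about 500 in Supplementary Fig. 6a, read by eye, with 550 and 525 (without replicate 1 or 2) within 1.5 times, and 108 lengthened genes against about 170 there, with 221 and 249. Calls without a minimum change also came within 1.5 times for both, with 143 lengthened genes. RED in MB and MT cells after recovery correlated at 0.4425 (the paper's 0.37); the NT library of the same time, which is the fit without NT replicate 1, gave 0.3600, and Spearman's rho was 0.3822.

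Stress only had 647 genes, against about 350 in Fig. 7c, read by eye, with 475 without NT replicate 2, and P/D only had 70 against about 200, with 145 or 157 without replicate 1 or 2. Without extension of 3′UTRs, chosen after seeing the values, Stress only had 500 genes, within 1.5 times. Median RED in NIH3T3 cells was −0.5401 in Both, against about −1.0 in Fig. 7d, read by eye, −0.4150 in Stress only (about −0.77), −0.1051 in P/D only (about −0.37) and −0.1343 in Other (about −0.40). Only P/D only had alternatives that closed the gap: −0.1748 with reads counted together, −0.1818 with the most proximal and distal PASs and −0.2084 without replicate 2; without extension, chosen after seeing the values, it was −0.2318.

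Some statements also differ. The paper calls the difference between RC and AS in newly made RNA significant. Here the difference of sampled medians was −0.0375. Tests on the REDs of all reads, unpaired over genes, gave *P* = 0.65 by permutation and 0.40 by the Wilcoxon test. The Wilcoxon test passed its threshold with 2 of the alternatives set beforehand, the NT library of the same time (−0.1045, *P* = 1.9e-05, n = 7682 values of genes) and reads counted together (−0.0136, *P* = 0.020, n = 11287). The paper describes shorter 3′UTRs in newly made than in preexisting RNA of AS cells; here RED was 0.2402, and it was negative only with uridine adjustment, −0.0783, chosen after seeing the values. By RT-qPCR, the paper finds Nmt1 shortened by AS; here its REDs were −0.0320 and 0.0512 in replicates 1 and 2 of NIH3T3 total RNA, while replicate 3 (−1.3914) and newly made RNA (−0.3676) were in the paper's direction. The paper describes Timp2 as regulated by stress in MB but not in MT cells; here RED of AS vs. NT was −0.0203 in MB and 0.4738 in MT cells, and that of RC4 vs. NT −0.0432 and −0.1693. Against the NT library of the same time, RED in MB cells was −0.8087 with AS, in the paper's direction, and 0.3892 with RC4, while MT cells gave 0.3915 and −0.1115.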

Other observations

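Of 10 splits of the 6 NT and AS total RNA libraries into 3 and 3, all 10 gave as many genes as the real one in edgeR, since every split gave 0. With 10 splits the share can never be under 0.1, and the test cannot tell the conditions from a random grouping.

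A supplementary table of the paper and the sample labels list NT and AS of replicates 1 and 2 of total RNA in different orders. If the labels were exchanged, REDs of these replicates would correlate negatively across genes with those of other data. They correlated at *r* = 0.0718 with replicate 3 (1672 genes) and 0.0826 with the RIP inputs (1920 genes), both weak and positive, which is not what an exchange would give.

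In total RNA, the median RED of AS vs. NT was −0.0931 in replicate 3, and the largest median RED between NT libraries of different replicates was −0.1285. An AS library and an NT library of different replicates can thus not be told apart by their median alone. This prediction was written after the result was seen. The test ignores the pairing, which removes differences that NT and AS of one replicate share: within pairs all 3 medians were negative, with a mean of −0.0654 and an SD of 0.0241.

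The cytoplasmic inputs of the RIP experiment, which the paper uses only as reference, gave a median RED of AS vs. NT of −0.0920 ± 0.0599 (SD, n = 2). The inputs of one condition differed by more, −0.2774 in NT and −0.1719 in AS cells, and without pairing the value cannot be told apart from this spread. By replicate number, AS vs. NT gave −0.1344 and −0.0496. Using all reads or more than 20 reads changed it by at most 0.0129.

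One hypothesis was that genes whose long isoform binds more TIA1 shorten more from AS to RC4 in total RNA, beyond the effect of aUTR size. Across 1378 genes *r* was −0.0544, and it was negative in 4 of the 5 aUTR bins (−0.0839, −0.0958, −0.0718 and −0.0538, and 0.0506 in the longest). The relation is very weak, and aUTR size alone may not account for all of it.

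Divided by library totals, the RC4 medians of all gene groups were negative. A few abundant genes taking most of the counts could explain this. With the 10 most abundant genes of each library left out of the totals, the medians were −0.1750, −0.3615 and −0.6207 (groups 1 to 3), still negative and between those by library total and by median ratio, so these genes explain part of the shift at most. This prediction was written after the result was seen.

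REDs of AS and RC4 in 4sU RNA share NT libraries, which could raise their correlation of 0.4971. With a separate NT library for each, *r* was 0.2648, so the shared libraries may account for part of it. This prediction was also written after the result was seen.

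For the genes the paper measured by other methods, total RNA gave AS vs. NT REDs (mean ± SD, n = 3) of 0.0656 ± 0.0660 for Rpl22 and −0.0453 ± 0.3727 for Hspa4l, and RC4 vs. NT REDs of −1.2020 and −0.8649 (no replicates). For Purb, only replicate 2 had enough dPAS reads in total RNA, with a RED of −1.5072. In MB vs. MT, RED was −2.5205 ± 0.0024 for Rpl22, −3.7063 ± 0.7362 for Fam49b and 0.4654 ± 0.1675 for Hspa4l (SD, n = 2). RC4 vs. NT gave −1.8142 in MB and −1.2111 in MT cells for Hspa4l. Nmt1 had REDs of 0.6853 and 0.3515 after AS and −0.7364 and −0.5725 after recovery in MB and MT cells. Against the NT library of the same time alone, these were −0.1574 and 0.1998 after AS and 0.0641 and −0.4635 after recovery, so the MB values depend on the NT library.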
